# The human milk oligosaccharide 3**′**sialyllactose reduces low-grade inflammation and atherosclerosis development in mice

**DOI:** 10.1172/jci.insight.181329

**Published:** 2024-11-08

**Authors:** Ariane R. Pessentheiner, Nathanael J. Spann, Chloe A. Autran, Tae Gyu Oh, Kaare V. Grunddal, Joanna K.C. Coker, Chelsea D. Painter, Bastian Ramms, Austin W.T. Chiang, Chen-Yi Wang, Jason Hsiao, Yiwen Wang, Anthony Quach, Laela M. Booshehri, Alexandra Hammond, Chiara Tognaccini, Joanna Latasiewicz, Lisa Willemsen, Karsten Zengler, Menno P.J. de Winther, Hal M. Hoffman, Martin Philpott, Adam P. Cribbs, Udo Oppermann, Nathan E. Lewis, Joseph L. Witztum, Ruth Yu, Annette R. Atkins, Michael Downes, Ron M. Evans, Christopher K. Glass, Lars Bode, Philip L.S.M. Gordts

**Keywords:** Cell biology, Inflammation, Atherosclerosis, Epigenetics, Macrophages

## Abstract

Macrophages contribute to the induction and resolution of inflammation and play a central role in chronic low-grade inflammation in cardiovascular diseases caused by atherosclerosis. Human milk oligosaccharides (HMOs) are complex unconjugated glycans unique to human milk that benefit infant health and act as innate immune modulators. Here, we identify the HMO 3′sialyllactose (3′SL) as a natural inhibitor of TLR4-induced low-grade inflammation in macrophages and endothelium. Transcriptome analysis in macrophages revealed that 3′SL attenuates mRNA levels of a selected set of inflammatory genes and promotes the activity of liver X receptor (LXR) and sterol regulatory element binding protein-1 (SREBP1). These acute antiinflammatory effects of 3′SL were associated with reduced histone H3K27 acetylation at a subset of LPS-inducible enhancers distinguished by preferential enrichment for CCCTC-binding factor (CTCF), IFN regulatory factor 2 (IRF2), B cell lymphoma 6 (BCL6), and other transcription factor recognition motifs. In a murine atherosclerosis model, both s.c. and oral administration of 3′SL significantly reduced atherosclerosis development and the associated inflammation. This study provides evidence that 3′SL attenuates inflammation by a transcriptional mechanism to reduce atherosclerosis development in the context of cardiovascular disease.

## Abstract 2

Human milk oligosaccharide 3’sialyllactose inhibits inflammation in macrophages and endothelium, reducing atherosclerosis development, and potentially benefiting cardiovascular health.

## Introduction

Cardiovascular diseases (CVD) are globally the leading cause of death for both men and women and are mainly caused by complications of atherosclerosis, a complex chronic inflammatory disorder. Atherosclerosis initiates when circulating low-density lipoproteins (LDL) are trapped in the subendothelial extracellular matrix of arteries where they get modified into oxidized LDL (oxLDL). oxLDL activates the overlying endothelium, promoting infiltration of monocytes that differentiate into macrophages, which internalize the oxLDL and turn into cholesterol-loaded foam cells. The retained foam cells promote a chronic inflammatory response and induce proinflammatory cytokine secretion such as IL-1b, IL-6, TNF, and antiinflammatory cytokines among others. Many preclinical studies provide evidence that lowering systemic inflammation or promoting inflammation resolution would promote prevention of major adverse cardiovascular events (MACE) (1–3). The Canakinumab Anti-Inflammatory Thrombosis Outcomes Study (CANTOS) trial was the first large-scale proof-of-concept trial testing quarterly administered canakinumab, a neutralizing IL-1β monoclonal antibody, to a very high-risk cohort of patients with postmyocardial infarction who have reduced LDL-cholesterol and elevated high-sensitivity C-reactive protein (hsCRP) levels. Despite the promising results, the adverse effects, very high costs, and administration via injections warrant searches for additional novel, safe, and effective therapeutics targeting chronic inflammation that will benefit a greater population of patients with CVD.

Human milk oligosaccharides (HMOs) are a natural and abundant component of human milk that have a variety of biological functions shown to promote development and regulate immune function (4–6). All HMOs are unconjugated glycans that carry lactose at their reducing end. Lactose can either be fucosylated to yield fucosyllactoses, sialylated to yield sialyllactoses, or elongated and branched to yield a total of more than 150 distinct oligosaccharides, each with potentially different structure-dependent activity profiles. Unlike most oligosaccharides, such as lactose, HMOs resist the low pH in the stomach as well as digestion by pancreatic and brush border enzymes (4, 7, 8). Approximately 1% of the ingested HMO amount is absorbed, reaches the systemic circulation (9, 10), and is excreted in the urine (11–13). Originally, HMOs were considered prebiotics that help shape the gut microbiome with health benefits for the breastfed infant. It has become increasingly clear that HMOs also have beneficial immunomodulatory properties independent of the gut microbiome (14, 15). HMOs act locally on cells of the mucosa-associated lymphoid tissues, and absorbed HMOs can act on a systemic level. Most reports attribute antiinflammatory properties to HMOs. However, the effects of HMOs and their mechanism of action remain uncharacterized in the majority of low-grade chronic inflammatory diseases in adults such as atherosclerosis.

In this study, we tested the hypothesis that a specific HMO attenuates low-grade macrophage inflammation and atherosclerosis development in mice. Using an unbiased screen, we identified 1 specific HMO called 3′sialyllactose (3′SL) that was most effective in reducing macrophage inflammation while other, structurally distinct HMOs had no effect. 3′SL significantly reduced IL-1β IL-6, IL-10, and TNF expression in LPS-activated macrophages, in both cell lines and primary cells of both murine and human origin. Mechanistically, we provide evidence that 3′SL also reduces inflammation by influencing the recruitment of liver X receptor/sterol regulatory element binding protein(LXR/SREBP) to enhancers of enzymes involved in production of resolving lipids. Importantly, our study shows that 3′SL administration reduced the development of atherosclerotic lesions in a preclinical murine model.

## Results

### HMOs attenuate low-grade inflammation.

Several studies support immunomodulatory properties of HMOs in different disease models. We determined the potential of HMOs to attenuate low-grade inflammation relevant for atherosclerosis in the RAW 264.7 murine macrophage cell line. To test this, we measured IL-6, IL-10, and TNF production in RAW 264.7 macrophages stimulated with or without a low-grade dose (10 ng/mL) of the TLR4 activator LPS (16, 17). We cotreated the RAW 264.7 macrophages with PBS or a low (100 μg/mL) or high (500 μg/mL) dose of LPS-free HMOs pooled from different donors (pHMOs) to capture the entire variety and chemical space of HMOs that vary between individual women (Figure 1, A and B). Coincubation of LPS with pHMO significantly reduced mRNA levels of proinflammatory cytokines *Il1b*, *Il6*, *Il10*, and *Tnf* in a dose-dependent manner compared with LPS control (Figure 1, A and B). The most potent inhibition was observed at the higher pHMO concentration (500 μg/mL) resulting in ~70% and ~80% reduction in LPS-induced *Il1b* and *Il6* mRNA levels, respectively, compared with LPS alone. This translated in a ~80% reduction in IL-6 protein secretion after 6 and 24 hours (Figure 1C). The results confirm that pooled HMOs can attenuate low-grade inflammation in macrophages.

### 3′SL inhibits inflammation in human and murine macrophages.

Next, we attempted to identify the most potent specific HMO responsible for attenuating LPS-induced inflammation in RAW 264.7 macrophages. First, we applied anion exchange chromatography to fractionate pHMO by charge into neutral (nonsialylated) and acidic (sialylated) HMOs. RAW 264.7 macrophages were cotreated with LPS (10 ng/mL) and either neutral HMOs, acidic HMOs, or lactose (each 500 μg/mL) (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.181329DS1). Lactose did not affect inflammatory cytokine mRNA levels in RAW 264.7 macrophages (Supplemental Figure 1, A and B). Both predominantly acidic and neutral pHMO fractions were able to significantly decrease LPS-induced mRNA levels of *Il1b* and *Il6* (Supplemental Figure 1, A and B). However, crude neutral HMOs contained a small amount of the acidic HMO, 3′SL, and acidic HMOs contained small amounts of lactose and the 2 neutral HMOs, 2′fucosyllactose (2′FL) and difucosyllacto-*N*-hexaose (DFLNH) (Supplemental Figure 1, B and C). Therefore, we tested LPS-free pHMO (500 μg/mL) alongside individual HMOs from both subfractions — namely 2′FL, disialyllacto-*N*-tetraose (DSLNT), lacto-*N*-fucopentaose I (LNFP I), 3′SL, and 6′SL — each at a concentration of 100 μg/mL (Figure 1D). The 2 sialylated HMOs, 3′SL and 6′SL, had the strongest *Il6* and *Il1b* inhibition in LPS-activated macrophages, while fucosylated 2′FL did not exhibit antiinflammatory properties (Figure 1E). Importantly, 3′SL-mediated antiinflammatory effects observed in RAW 264.7 macrophages were confirmed in murine primary bone marrow–derived macrophages (BMDMs) (Figure 1F). Following these results, we identified 3′SL as the most potent HMO. Dose-range–finding studies in BMDMs identified IC_50_ values for 3′SL around 15 μg/mL (Figure 1G), which is comparable with 3′SL plasma concentrations in breastfed infants (9, 10). Importantly, in the absence of LPS, incubation with 3′SL (100 μg/mL) did not affect cytokine mRNA levels compared with PBS (Figure 1H). The inhibition of IL-6, IL-10, IL-12p70, IL-2, IL-5, and IL-1β was confirmed on the protein level in culture medium of LPS-activated BMDMs cotreated with 3′SL for 24 hours, while Keratinocyte Chemoattractant-Growth-Regulated Oncogene (KC-GRO) was unaffected (Figure 1, I and J). Importantly, the antiinflammatory effects of 3′SL translated to human immune cells, as 3′SL also attenuated *IL6* and *IL1b* mRNA levels in LPS-stimulated THP1 human monocytic cells (Figure 1K), and it attenuated protein secretion of IL-1β in human peripheral blood monocytes (hPBMCs) (Figure 1L). Taken together, we identified that the HMO 3′SL effectively reduced low-grade inflammatory cytokine production in murine and human macrophages and monocytes stimulated with LPS.

### 3′SL does not alter TLR4 activation and NF-κB signaling.

To gain insight into the potential mechanism involved in 3′SL-mediated reduction of proinflammatory cytokines, we explored several possible cell-surface interactors (Figure 2A). First, we tested whether 3′SL directly inhibits LPS binding to the TLR4 receptor through interaction with the carbohydrate moiety of LPS (16, 17). Therefore, we activated BMDMs with the lipid portion of LPS (lipid A). Activation of *Il6* and *Il1b* mRNA levels was comparable with LPS, and 3′SL attenuated the expression of both cytokines in the presence of lipid A to the same extent as LPS by ~90% and ~70%, respectively (Figure 2B). The results suggest that 3′SL attenuates LPS-driven inflammation without inhibiting carbohydrate interactions. Further Western blot analysis revealed that the time-dependent phosphorylation of the key signaling molecules NF-κB (p-p65) and mitogen-activated protein kinases (MAPK, p-p38) pathways were not altered by 3′SL coincubation with LPS (Figure 2C), suggesting that 3′SL does not directly impact the TLR4-mediated signaling cascade. Furthermore, IL-6 production in BMDMs after stimulation with the TLR2 agonist, Pam3CSK4, was also significantly attenuated 1.5-fold by 3′SL coincubation (Figure 2D). Upon LPS-activation in macrophages, the TLR4/MD2 complex becomes internalized into endosomes and triggers signaling cascades that activate the expression of type I IFN such as IFN-β (18). IFNs are critical for innate immune responses (18, 19) and implicated in the pathogenesis of chronic inflammatory diseases such as atherosclerosis (20–22). Therefore, we tested if 3′SL also alleviates IFN-mediated inflammation. Exogenous stimulation of BMDMs with IFN-β induced *Il6* but not *Il1b* mRNA levels (Figure 2E). Coincubation of IFN-β with 3′SL did not attenuate *Il6* mRNA levels, indicating that antiinflammatory effects of 3′SL are not mediated by attenuating the downstream IFN-β–dependent pathway induced by TLR4 activation. Thus, 3′SL attenuates inflammatory gene expression in TLR4-activated macrophages without affecting TLR4 induction and NF-κB signaling.

### Antiinflammatory properties of 3′SL are independent of sialic acid binding siglec receptors.

There are 2 main sialic acid–binding transmembrane receptors presented at the cell surface of murine macrophages, Siglec1 and SiglecE (Supplemental Figure 2). These receptors in particular bind terminal sialic acids to modulate inflammatory signaling via intracellular tyrosine–based signaling motifs, especially immunoreceptor tyrosine–based inhibitory motifs (ITIMs) that are implicated in cell signaling and endocytosis (23, 24). SiglecE preferentially interacts with sialic acid linked in the α2-3 position to D-galactose, such as 3′SL. Sialoadhesin (Siglec1) shares the substrate specificity with SiglecE and has been shown to also bind 3′SL (23, 25). As 3′SL features a sialic acid at the nonreducing end of the lactose backbone, we tested these known sialic acid–binding receptors as potential target receptors on macrophages that mediate the antiinflammatory actions of 3′SL (Figure 2, F and G). We initially probed the importance of SiglecE, since Siglec1 lacks the ITIM required to attenuate inflammation. BMDMs derived from *Siglece*-deficient (*Siglece^–/–^*) mice were stimulated with PBS or 3′SL in the presence or absence of LPS. Similar as in WT BMDMs, 3′SL significantly reduced LPS-induced *Il6* and *Il1b* mRNA levels by 74% and 65%, respectively (Figure 2, F and G). Analogous results were seen using BMDMs derived from Sialoadhesin-KO mice (*Siglec1^–/–^*), providing evidence against a direct involvement of SiglecE and Siglec1 in the antiinflammatory effects of 3′SL (Figure 2, F and G). Taken together, the results suggest that 3′SL does not evoke its action via carbohydrate interactions with LPS, altering the TLR4 signaling cascade, or binding to the antiinflammatory Siglec receptors.

### 3′SL represses and induces a selected group of LPS-responsive inflammatory genes.

To investigate 3′SL-induced changes in macrophage gene expression throughout the course of an inflammatory response, we subjected BMDMs treated for 6 hours with or without (10 ng/mL) LPS in the presence or absence of (100 μg/mL) 3′SL to whole transcriptome (RNA-Seq) analysis. 

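BMDMs are macrophages grown in culture from the bone marrow of mice, LPS is a component of the outer membrane of gram-negative bacteria that activates TLR4, and 3′SL is a milk sugar made of lactose and sialic acid. The data comprised 12 libraries, 3 for each of 4 conditions, which were PBS, 3′SL (100 μg/mL), LPS (10 ng/mL), and LPS + 3′SL, each for 6 hours. The labels of the libraries call 3′SL by the general abbreviation for milk oligosaccharides and give as treatment repeated injections of mice, so the doses and the hours were taken from the paper. The libraries were stranded and were prepared from polyadenylated RNA. The authors counted the reads on each gene and deposited these counts without normalization, and the paper's text does not name the aligner, the counting program, the genome build, or whether the counting used the strand. Between 22666272 and 26851890 reads were counted on genes in the PBS libraries (median 24486915), and between 20411741 and 23352909 in the 3′SL libraries (median 21606291). The range was 23286990 to 25082544 with LPS (median 23398793) and 21947552 to 25789130 with LPS + 3′SL (median 24419918). A further 8634639 to 11273250 alignments per library were not unique and were not counted on a gene. By their gene identifiers, 42462 genes matched the GENCODE M21 annotation of GRCm38, from which names and positions were taken.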

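Pairs of libraries of the same condition differed by more than sampling noise, with a chi-square of at least 15.6 per gene, so each library was counted as 1 replicate. Library sizes were scaled with edgeR's TMM factors, which lay between 0.700 and 1.30, and levels are given as CPM, the counts relative to these scaled sizes. The 14308 genes with enough counts by edgeR's filterByExpr were fitted over all 12 libraries, so that the 4 conditions shared 1 estimate of the spread. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold. After the condition means were subtracted, the libraries fell into 3 sets of 4, each with 1 library of every condition. The mean correlation of these residuals was 0.596 within the sets and −0.346 between them. Col1a2, for example, named here after its values were seen, lay between 230.2 and 277 CPM in set 1, 11.1 and 14.6 in set 2, and 23.9 and 37.7 in set 3. The labels and the paper describe no such grouping, although each set is a run of 4 consecutive libraries in the labels' running numbers. The sets were found after the counts had been examined. The common biological coefficient of variation was 0.310 without the sets and 0.133 with the sets as a block in the model. Changes are given within each set beside those over all libraries, and library sets 1, 2, and 3 are always listed in that order.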

RNA-Seq results show that using a 1.5-fold difference and FDR < 0.05, 3′SL altered the mRNA levels of 133 genes under LPS stimulation and 53 genes under basal conditions (Figure 3, A and B). In contrast, LPS activation induced changes in more than 5,000 genes using these same criteria (Supplemental Figure 3A). 

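With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of the genes tested passed both thresholds for LPS + 3′SL against LPS, where the lowest adjusted p was 0.0835. For 3′SL against PBS the count was also 0, with a lowest adjusted p of 0.167 from the same edgeR test. At an unadjusted p under 0.05, 995 genes differed with LPS, 402 of them by at least 1.5-fold, and 1439 genes differed without LPS, 620 of them by at least 1.5-fold. With DESeq2's Wald test and its own size factors in place of edgeR, 113 genes passed both thresholds under LPS stimulation and 88 under basal conditions. A fit with the library sets as a block, which was chosen after the counts had been seen, called 207 and 406 genes. It shared 106 of the 113 genes that DESeq2 called under LPS stimulation and 84 of the 88 under basal conditions. The block fit called 371 and 323 genes when set 3 was left out, but 1 and 2 without set 1, and 0 and 3 without set 2. The highest numbers over all fits were 506 with the block and only the conditions compared, and 648 with the block in DESeq2.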

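LPS against PBS changed 5502 genes past both thresholds, 2613 higher and 2889 lower, and the lowest adjusted p was 4.33e-08 (edgeR's quasi-likelihood test). Leaving out each library in turn gave 4665 to 5748 genes, and the block fit gave 6378. The scaling moved this count most: with total counts alone it was 8192, 1535 higher and 6657 lower, and with total counts and the block 9098. Under total counts the median log2 fold change of all genes was −0.71, against −0.061 with TMM factors.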

The subset of the 79 genes downregulated by 3′SL under LPS stimulation are categorized by gene ontology analysis in the NF-κB Inflammatory response (Figure 3, A and C). 

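The 50 genes that Figure 3C shows as downregulated were read from the heatmap, and all 50 had lower counts with LPS + 3′SL than with LPS. They were lower by 1.78-fold to 10.7-fold, with a median log2 fold change of −1.25. Of the 50 genes, 0 passed both thresholds with the adjustment over all genes tested, 45 with the adjustment over the list alone, and 46 had an unadjusted p under 0.05. The list is the paper's own calls on these libraries, so the adjustment over it shows no stability. DESeq2 called 30 of the 50 and the block fit 37. A list of 39 NF-κB target genes that the paper does not name, written before the data were examined like the other gene lists, held 35 tested genes. All 35 were lower with LPS + 3′SL, with a median log2 fold change of −0.51 and medians of −0.54, −0.53, and −0.41 within the library sets. In limma's camera test, which sets the genes of a list against all other genes, the adjusted p over 12 tests was 1.56e-13 at a preset inter-gene correlation of 0.01. It was 0.165 in camera when that correlation was estimated from the residuals.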

We define this subset of 3′SL-regulated genes as 3′SL inflammatory repressed genes that include *Il6* and *Tnf* and inflammatory markers, such as endothelin 1 (*Edn1*), chemokine C-X-C motif ligand 1-3 (*Cxcl1-3)*, prostaglandin endoperoxide synthase 2 (*Ptgs2*, also known as *Cox2*), and the inflammatory mediator serum amyloid A3 (SAA3) (Figure 3C) (26–28). 

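Il6 (ENSMUSG00000025746.7) lies on chromosome 5 from 30013114 to 30019981 of GRCm38, and its level was 86.8 ± 19.1 CPM (SD, n = 3) with LPS and 18.2 ± 10.5 with LPS + 3′SL. The log2 fold change was −2.26 (standard error 0.43, adjusted p = 0.153, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with −2.82, −2.77, and −1.57 within the library sets. Tnf (ENSMUSG00000024401.10), on chromosome 17 from 35199381 to 35202007, was at 938 ± 308 CPM with LPS and 459 ± 46.7 with LPS + 3′SL. Its log2 fold change was −1.03 (standard error 0.57, edgeR's adjusted p = 0.833), and −1.19, −1.22, and −0.52 within the sets. Edn1 (ENSMUSG00000021367.7), on chromosome 13 from 42301476 to 42307990, had 486 to 1069 reads per library with LPS and 32 to 126 with LPS + 3′SL. The change of Edn1, whose exons overlap Gm47118 on the other strand, was −3.42 (standard error 0.69, edgeR's adjusted p = 0.157), and −3.86, −3.36, and −3.26 within the sets. Cxcl1 (ENSMUSG00000029380.10) lies on chromosome 5 from 90891241 to 90893115, and its level fell from 15.4 ± 3.44 to 5.90 ± 1.00 CPM. That of Cxcl2 (ENSMUSG00000058427.7), on chromosome 5 from 90903871 to 90905938, fell from 261 ± 30.3 to 95.1 ± 33.5, and 5.84% of its 50-nucleotide words also occur in other genes, mainly Cxcl3. The log2 fold changes were −1.39 for Cxcl1 (edgeR's adjusted p = 0.432) and −1.46 for Cxcl2 (adjusted p = 0.932), with −1.41, −1.48, and −1.20 and with −1.89, −1.80, and −0.83 within the sets. Saa3 (ENSMUSG00000040026.7), on chromosome 7 from 46711998 to 46715700, changed by −1.75 on the log2 scale (standard error 0.42, edgeR's adjusted p = 0.213), was lower in every set, and shares 3.57% of its 50-nucleotide words with other genes. For each of these 6 genes, every LPS + 3′SL library lay below every LPS library (2-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). DESeq2 called Il6, Edn1, and Saa3 (adjusted p = 5.76e-04, 4.47e-04, and 0.00537), but not Tnf or Cxcl1 (0.729 and 0.130). For Cxcl2, DESeq2 appears to have given no p. It did not call Cxcl2 even for LPS against PBS, where its log2 fold change was 5.62 (DESeq2's standard error 1.09). The block fit in edgeR called Il6, Edn1, and Saa3 as well (adjusted p = 0.00125, 0.00148, and 0.00949).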

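Ptgs2 (ENSMUSG00000032487.8), on chromosome 1 from 150100031 to 150108227, was at 523 ± 113 CPM with LPS and 155 ± 82.5 with LPS + 3′SL (SD, n = 3 each). The log2 fold change was −1.75 (standard error 0.64, adjusted p = 0.549, edgeR's quasi-likelihood test), and −2.12, −2.11, and −1.34 within the library sets. Cxcl3 (ENSMUSG00000029379.9), on chromosome 5 from 90786103 to 90789600, was at 81.5 ± 9.51 CPM with LPS and 16.1 ± 9.97 with LPS + 3′SL, and shares 4.24% of its 50-nucleotide words with other genes, mainly Cxcl2. Its log2 fold change was −2.34 (standard error 0.78, edgeR's adjusted p = 0.465), and −2.73, −3.02, and −1.74 within the sets. DESeq2 called neither gene (adjusted p = 0.187 and 0.386), while the edgeR block fit called Cxcl3 (adjusted p = 0.00856) and not Ptgs2 (0.0545). In both genes, the lowest LPS library exceeded the highest LPS + 3′SL library.

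**Figure D1:**
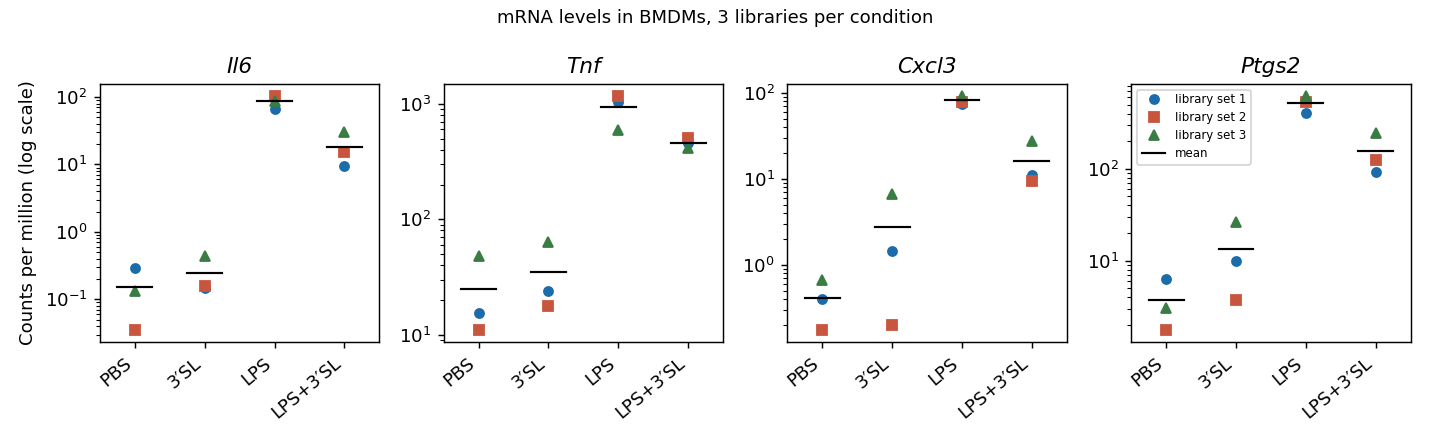
CPM of Il6, Tnf, Cxcl3, and Ptgs2 on a log axis in the PBS, 3′SL, LPS, and LPS + 3′SL libraries, with 1 marker per library (circle, square, and triangle for library sets 1, 2, and 3) and a bar at the mean of 3. The LPS + 3′SL libraries lie below the LPS libraries in every set, whereas the 3′SL libraries lie above the PBS libraries except for Il6 in set 1. Il6 had only 1 to 10 reads per PBS library and 4 to 11 per 3′SL library, and Cxcl3 5 to 20 and 5 to 167.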

The exonic distribution of normalized tag counts for representative genes is illustrated in Figure 3, D and E, and Supplemental Figure 3, D and E; qPCR further confirms attenuated gene expression of inflammatory marker genes (Supplemental Figure 3). The 3′SL inflammatory repressed genes do not overlap with genes downregulated in BMDMs under basal noninflammatory conditions (Supplemental Figure 3, A–C). However, this latter 3′SL downregulated basal gene set also includes inflammation annotated genes such as fatty acid binding protein 4 (*Fabp4*), PYD and CARD domain containing (*Pycard*), C1q and tumor necrosis factor–related 12 (*C1qtnf12*), and Cd180 (Supplemental Figure 3, B and C). 

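With the adjustment over all genes, 0 genes were lower with 3′SL both with and without LPS, and 16 were lower in both at an unadjusted p under 0.05 with the 1.5-fold minimum. DESeq2 called 2 such genes, Bcl2a1b and Fam20c, which the block fit also called and which are named here after their values were seen. Of the 50 downregulated genes of Figure 3C, 22 were lower and 28 higher with 3′SL than with PBS, with a median log2 fold change of 0.062. Il6, Tnf, Edn1, Cxcl1, Cxcl2, Cxcl3, Ptgs2, Saa3, and Il1a were higher with 3′SL than with PBS by 1.09-fold to 6.52-fold, and 0 of these 9 passed the thresholds, 3 having an unadjusted p under 0.05. The direction was not the same in every library set: Il6 (−0.67) and Edn1 (−0.21) were lower with 3′SL in set 1, and Saa3 (−0.31) and Il1a (−0.37) in set 2. Some of these changes rest on few reads. Per PBS and 3′SL library there were 0 to 14 and 3 to 9 for Edn1, and 1 to 10 and 4 to 11 for Il6. For Cxcl1 there were 7 to 21 and 11 to 53, and for Cxcl3 5 to 20 and 5 to 167. In Figure 1H, for Il6, Il1b, and Tnf mRNA, the paper reports no effect of 3′SL in the absence of LPS. Cxcl2 (1.52, 0.61, and 2.05) and Tnf (0.63, 0.68, and 0.43) were higher with 3′SL in sets 1, 2, and 3. Their log2 fold changes in the fit without the block fell to −0.49 and −0.30 only when the 3′SL library of set 3 was left out and the PBS library of that set, the highest of the PBS libraries for both genes, stayed in.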

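Fabp4 (ENSMUSG00000062515.3), on chromosome 3 from 10204088 to 10208576, was at 39.2 ± 7.68 CPM with PBS and 17.7 ± 5.43 with 3′SL, a log2 fold change of −1.14 (standard error 0.21, edgeR's adjusted p = 0.258). Pycard (ENSMUSG00000030793.3), on chromosome 7 from 127989708 to 127993867, fell from 44.8 ± 2.50 to 24.4 ± 6.73 CPM, a log2 fold change of −0.87 (edgeR's adjusted p = 0.270). C1qtnf12 (ENSMUSG00000023571.4), on chromosome 4 from 155962318 to 155966629, fell from 13.1 ± 0.875 to 8.30 ± 0.653, and Cd180 (ENSMUSG00000021624.5), on chromosome 13 from 102693558 to 102739629, from 369.7 ± 43.5 to 246 ± 18.2. Their log2 fold changes were −0.65 and −0.59, both with an adjusted p of 0.258 (edgeR's quasi-likelihood test). Exons of Pycard and Cd180 overlap Gm45205 and Mast4 on the other strand. Within the library sets the changes were −0.83, −1.26, and −1.42 for Fabp4, −0.91, −0.43, and −1.38 for Pycard, −0.42, −0.70, and −0.83 for C1qtnf12, and −0.46, −0.67, and −0.61 for Cd180. For all 4 genes, every 3′SL library lay below every PBS library. DESeq2 called Fabp4, Pycard, and C1qtnf12 (adjusted p = 1.43e-04, 0.0216, and 0.00462), while Cd180 (adjusted p = 4.69e-05) missed the fold threshold at a log2 fold change of −0.58. Under LPS stimulation the 4 genes changed by −0.39 (Fabp4), −0.17 (Pycard), −0.12 (C1qtnf12), and −0.20 (Cd180) on the log2 scale.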

The observations suggest that 3′SL does not result in panattenuation of TLR4-induced changes in gene expression but, rather, represses a specific subset of proinflammatory genes.

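Of the genes that LPS raised past both thresholds, 0 passed them in the other direction with LPS + 3′SL against LPS. At unadjusted p with the 1.5-fold minimum in both comparisons the number was 142 of 2775 genes (5.12%). It was 58 of 2825 (2.05%) with DESeq2 and 99 of 2939 (3.37%) with the block fit. Taken as a whole, 81.3% of the LPS-induced genes lay lower with LPS + 3′SL, and their median log2 fold change was −0.18, against −0.0079 for all genes. Within the library sets the median was −0.19, −0.20, and −0.15. It ranged from −0.35 to −0.062 when each library was left out in turn. With the 2051 genes selected from LPS + 3′SL against 3′SL in place of LPS against PBS, the median was −0.17.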

### Sterol and fatty acid metabolism genes are upregulated by 3′SL during inflammation.

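For LPS + 3′SL against LPS, 215 genes were higher and 187 lower by at least 1.5-fold at an unadjusted p under 0.05. DESeq2 called 47 genes higher and 66 lower, and the block fit 98 and 109. With total counts in place of TMM factors, the block fit called 137 genes higher and 81 lower.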

During LPS stimulation, 3′SL induced an almost equal number of genes compared with the downregulated group of genes. 

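The 50 genes on the upregulated side of the heatmap in Figure 3C were all higher with LPS + 3′SL than with LPS, by 1.43-fold to 3.20-fold, with a median log2 fold change of 0.73. Both thresholds were passed by 0 of them over all genes tested and by 44 over the list alone, and 49 had an unadjusted p under 0.05. DESeq2 called 28 and the block fit 39 of the 50. A list of 21 enzymes of cholesterol biosynthesis was higher in 21 of 21 genes, with a median log2 fold change of 0.63 and 0.51, 0.70, and 0.66 within the library sets. For this list the adjusted p from limma's camera was 1.52e-32 at the preset inter-gene correlation and 0.0101 at the estimated one. Figure 3H marks 10 of its genes as upregulated in these same libraries, so this result was partly fixed in advance. Of 21 genes of ER protein processing outside Figure 3C, 19 were higher, with a median of 0.27 and 0.25, 0.29, and 0.35 within the sets. Here the camera values were 1.19e-09 and 0.166.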

The majority of the 54 upregulated genes are involved in sterol biosynthesis and nuclear receptor activation as well as ER-Golgi transport and ER protein processing (Figure 3B). This subset of 3′SL inflammatory–induced genes has a minimal overlap with genes upregulated under basal conditions, indicating an inflammation-dependent context wherein 3′SL affects these 3′SL inflammatory–induced genes (Figure 3B and Supplemental Figure 3, A–C). 

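The number of genes higher with 3′SL both with and without LPS was 0 with the adjustment over all genes and 21 at an unadjusted p under 0.05 with the fold minimum. DESeq2 called 5 genes in both, Creb3l2, Lrp8, Mxi1, Pdia4, and Slc40a1, all but Lrp8 being named here after their values were seen, and the block fit called 17. Of the 50 upregulated genes of Figure 3C, 43 were also higher with 3′SL than with PBS, with a median log2 fold change of 0.39, and 24 of them at an unadjusted p under 0.05. Over all genes, 439 were higher and 181 lower with 3′SL than with PBS by at least 1.5-fold at an unadjusted p under 0.05. The split was 67 and 21 with DESeq2 and 283 and 123 with the block fit, but 181 and 184 when the block fit used total counts. Without LPS, the cholesterol biosynthesis genes had a median log2 fold change of 0.31 (19 of 21 higher, 0.30, 0.28, and 0.41 within the sets), with camera adjusted p-values of 1.44e-07 at the preset and 0.156 at the estimated correlation. The ER protein processing genes had a median of 0.42 (21 of 21 higher, 0.41, 0.35, and 0.56 within the sets), with camera adjusted p-values of 2.67e-18 and 0.0931.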

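Hmgcs1 (ENSMUSG00000093930.1), on chromosome 13 from 119690379 to 119708260, was at 179 ± 27.7 CPM with LPS and 278 ± 15.7 with LPS + 3′SL (SD, n = 3), a log2 fold change of 0.63 (standard error 0.15, edgeR's adjusted p = 0.213). Fdps (ENSMUSG00000059743.8), on chromosome 3 from 89093588 to 89101959, rose from 51.5 ± 10.7 to 93.3 ± 8.86 CPM, by 0.86 on the log2 scale (standard error 0.15, edgeR's adjusted p = 0.153). Its exons overlap Gm43738, with which it shares most of the 26.2% of its 50-nucleotide words that occur in other genes. Sqle (ENSMUSG00000022351.10), on chromosome 15 from 59315077 to 59331192, rose from 67.6 ± 10.1 to 118 ± 16.7, by 0.80 (standard error 0.16, edgeR's adjusted p = 0.153). Acat2 (ENSMUSG00000023832.9), on chromosome 17 from 12942890 to 12960747, rose from 11.8 ± 0.748 to 20.1 ± 2.13, by 0.77 (edgeR's adjusted p = 0.418), and 39.1% of its 50-nucleotide words also occur in other genes, mainly the paralog Acat3, so its counts are uncertain. Scd2 (ENSMUSG00000025203.5), on chromosome 19 from 44293674 to 44306864, was at 41.8 ± 37.8 CPM with LPS and 103 ± 63.5 with LPS + 3′SL, and the libraries of the 2 conditions overlapped (log2 fold change 1.30, standard error 0.66, edgeR's adjusted p = 0.784). Within the library sets the changes were 0.51, 0.61, and 0.81 for Hmgcs1, 0.70, 0.85, and 1.07 for Fdps, 0.75, 0.91, and 0.75 for Sqle, and 0.80, 0.81, and 0.68 for Acat2, and Scd2 was higher in every set. DESeq2 called Hmgcs1, Fdps, and Sqle (adjusted p = 0.0327, 9.84e-05, and 0.00369), but not Acat2 (0.140) or Scd2 (0.604), and the edgeR block fit added Acat2 (adjusted p = 0.0234). The 11 cholesterol biosynthesis genes that Figure 3H does not mark as upregulated were all higher, with a median log2 fold change of 0.45 and 0.45, 0.58, and 0.58 within the sets (camera adjusted p = 1.28e-10 at the preset and 0.0653 at the estimated correlation).

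**Figure D2:**
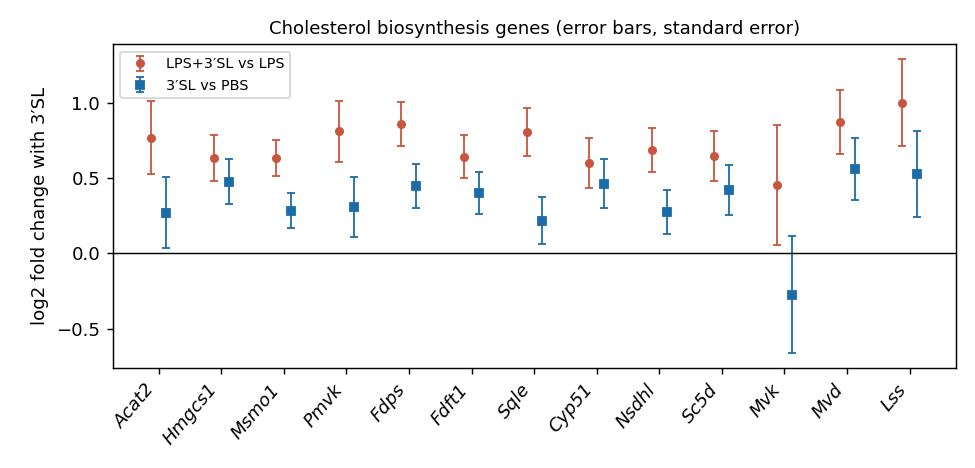
Log2 fold change with 3′SL of cholesterol biosynthesis genes in LPS-stimulated BMDMs (circles) and in BMDMs without LPS (squares). Bars show 1 standard error, derived from the fold change and F statistic of edgeR's test with 3 libraries per condition. All genes shown lie above 0 with LPS, from 0.45 for Mvk to 1.00 for Lss, and without LPS only Mvk lies below 0, at −0.27.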

Interestingly, among the 3′SL inflammatory–induced genes, a significant portion are involved in cholesterol biosynthesis, such as 3-hydroxy-3-methylglutaryl-CoA synthase 1 (*Hmgcs1*), farnesyl diphosphate synthase (*Fdps*), and squalene monooxygenase (*Sqle*), and fatty acid metabolism, such as Acyl-CoA desaturase 2 (*Scd2*) and acetyl-CoA acetyltransferase 2 (*Acat2*) (Figure 3, C–G, and Supplemental Figure 3G). Another 3′SL inflammatory–induced gene is StAR-related lipid transfer protein 4, which is important for regulation of cholesterol homeostasis and membrane trafficking (29) (Figure 3H and Supplemental Figure 3, H and I). 

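Stard4 (ENSMUSG00000024378.5) lies on chromosome 18 from 33199355 to 33213862, and its level was 35.1 ± 7.82 CPM (SD, n = 3) with LPS and 61.8 ± 10.5 with LPS + 3′SL. The log2 fold change was 0.81 (standard error 0.16, adjusted p = 0.161, edgeR's quasi-likelihood test), and 0.66, 0.93, and 0.88 within the library sets. DESeq2 and the edgeR block fit called it (adjusted p = 0.00261 and 0.00622). LPS alone changed Stard4 by −1.38 on the log2 scale relative to PBS (edgeR's adjusted p = 6.46e-05), from 91.4 ± 4.73 CPM. Without LPS, 3′SL changed it by 0.36 (edgeR's adjusted p = 0.493).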

LDL receptor–related protein 8 (*Lrp8*) was the most upregulated 3′SL inflammatory–induced gene and was also upregulated by 3′SL in quiescent BMDMs (Figure 3, C and F, and Supplemental Figure 3, G–I). 

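Lrp8 (ENSMUSG00000028613.10), on chromosome 4 from 107802261 to 107876840, rose from 4.32 ± 0.629 CPM with LPS to 13.9 ± 5.19 with LPS + 3′SL (SD, n = 3). The log2 fold change was 1.68 (standard error 0.50, edgeR's adjusted p = 0.371), the largest of the 50 upregulated genes of Figure 3C. Among all genes called higher it ranked 2 of 47 with DESeq2, where its adjusted p was 0.0497, and 2 of 98 with the edgeR block fit, where it was 0.0475. Without LPS it rose from 22.4 ± 4.45 to 91.0 ± 74.4 CPM, by 2.02 on the log2 scale (standard error 0.48, edgeR's adjusted p = 0.258), and DESeq2 called it there too (adjusted p = 0.00633). Within the library sets the changes were 1.29, 1.15, and 2.41 with LPS and 1.33, 1.21, and 2.68 without LPS. LPS itself changed Lrp8 by −2.37 relative to PBS (edgeR's adjusted p = 0.00271).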

*Lrp8* encodes for an apolipoprotein E (apoE) receptor and promotes cholesterol efflux and lipoprotein clearance to exert its antiatherogenic effects (30–32). These results support that 3′SL has a selective effect on gene expression changes during LPS stimulation. 

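Whether 3′SL acted differently with and without LPS was tested as the interaction of both treatments, where edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 0 genes and a lowest adjusted p of 0.309. At an unadjusted p under 0.05, 872 genes differed, 567 of them by at least 1.5-fold (204 higher and 363 lower with LPS than without). DESeq2 called 44 genes (8 higher and 36 lower) and the block fit 222 (38 and 184). The largest differences among the genes that the paper names were −5.05 for Cxcl3 (edgeR's adjusted p = 0.579), −3.59 for Ptgs2 (0.579), −3.54 for Edn1 (0.746), −3.35 for Cxcl2 (0.786), −2.87 for Il6 (0.696), and −2.71 for Cxcl1 (0.579). Without LPS, Edn1 and Il6 had at most 14 and 11 reads per library, and Cxcl1 and Cxcl3 at most 53 and 167. The differences of these genes therefore rest partly on few reads. Of the 6 genes, DESeq2 called Ptgs2 (adjusted p = 0.0188) and Cxcl1 (0.0285), and it appears to have given no p for Cxcl2. The block fit called Cxcl3 (edgeR's adjusted p = 0.0141), Ptgs2 (0.0307), and Cxcl1 (0.0447). Of the named genes with smaller differences, Saa3 (−2.48) was called by DESeq2 (adjusted p = 0.0167) and by the block fit (0.0177). Il1a (−2.45) and Il1b (−2.44) were called by the block fit (edgeR's adjusted p = 0.0110 and 0.0153) and not by DESeq2 (0.0920 and 0.590). A camera test of the interaction over 6 gene lists was added after both comparisons had been seen. The NF-κB target genes differed by a median of −0.91, lower in 33 of 35 genes, with camera adjusted p-values of 1.49e-20 at the preset and 0.179 at the estimated correlation. For the cholesterol biosynthesis genes the median was 0.31 (limma's camera, adjusted p = 4.50e-05 and 0.313). After describing the genes that changed with 3′SL beside LPS and their overlap with those changed under basal conditions, the paper states that its results support a selective effect of 3′SL on gene expression changes during LPS stimulation.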

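A list of 18 target genes of LXR held 17 tested genes, 9 of them higher and 8 lower with LPS + 3′SL than with LPS. Their median log2 fold change was 0.0036 (limma's camera, adjusted p = 0.227), with 0.070, −0.0012, and 0.033 within the library sets, and its sign changed with the scaling (−0.0048 with DESeq2's size factors). Without LPS, 12 of 17 were higher, with a median of 0.076 (limma's camera, adjusted p = 0.159), 0.12, 0.020, and 0.12 within the sets, and −0.0093 in the block fit on total counts.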

Importantly, the data also suggest that 3′SL engages transcription factors affecting genes involved in cholesterol and fatty acid homeostasis.

### The 3′SL response is associated with activation of LXR and SREBP signal –dependent transcription factors.

Cholesterol and fatty acid metabolism genes are transcriptionally regulated by the nuclear LXRs, SREBP1, and SREBP2. Ingenuity Pathway Analysis (IPA) of the RNA-Seq results revealed 3 metabolic pathways enriched or repressed by 3′SL (*Z* score of > 2 or < –2, respectively). Importantly, it independently identified LXR/retinoid X receptor–regulated (LXR/RXR-regulated) pathways as the most significantly enriched (Figure 3I). 

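Nr1h3 (ENSMUSG00000002108.6), which encodes LXRα and lies on chromosome 2 from 91184061 to 91202834, was at 82.3 ± 12.2 CPM with LPS and 66.3 ± 9.97 with LPS + 3′SL (SD, n = 3), a log2 fold change of −0.31 (standard error 0.23, edgeR's adjusted p = 0.983). Between PBS and 3′SL the levels were 19.3 ± 6.10 and 13.8 ± 2.96, a change of −0.48 (standard error 0.24, edgeR's adjusted p = 0.551). Within the library sets it was lower in all 3, with −0.37, −0.37, and −0.19 beside LPS and −0.34, −0.32, and −0.69 without LPS. Exons of Nr1h3 overlap Gm13783 on the same strand, so counts on the overlap are ambiguous. Nr1h2 (ENSMUSG00000060601.8), which encodes LXRβ and lies on chromosome 7 from 44549616 to 44553951, changed by 0.12 with LPS (standard error 0.14, edgeR's adjusted p = 1.00) and by 0.13 without LPS (standard error 0.14, adjusted p = 0.811). The changes of Nr1h2 within the sets were 0.018, 0.091, and 0.22 with LPS and 0.10, 0.17, and 0.11 without.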

Importantly, *Lxra* (*Nr1r3* gene) and *Lxrb* (*Nr1h2* gene) mRNA levels were not influenced by 3′SL incubation (Supplemental Figure 3J). We used previously generated ATAC-Seq data from BMDMs (33) to assign nearby putative regulatory enhancer regions to 3′SL regulated genes, as defined by accessible regions within 20 Kb of the gene body. To assess 3′SL-mediated modulation’s potential via LXR and SREBP, we overlaid these associated accessible loci of the 3′SL inflammation–induced genes with ChIP-Seq data for LXR and SREBP obtained in BMDMs after stimulation with the LXR/SREBP agonist GW3965. In alignment with the IPA, we observed that 67% of the 3′SL inflammatory–induced genes are occupied by either LXR and SREBP (Figure 3J), with the majority of these loci cobound by LXR and SREBP. These data suggest a role for LXR and SREBP in the 3′SL-mediated upregulation of lipid metabolism–related genes.

### LXR and SREBP transcriptional activity is modulated by 3′SL.

Previous studies support a role for LXR and SREBP responsive genes in the resolution phase of TLR-mediated inflammation (33). To investigate the potential of 3′SL in modulating these antiinflammatory genes’ expression at the level of transcription, we probed the associated enhancer landscape by performing ChIP-Seq for accepted markers of transcriptional activity such as histone 3 lysine 27 acetylation (H3K27ac) and p300, a histone acetyltransferase (HAT) in LPS-treated BMDMs with or without 3′SL. H3K27 acetylation is deposited by HATs, such as p300, which are associated with transcriptional coactivators and are highly correlated with regulatory element activity (34). To associate the H3K27ac signal with specific regulatory elements associated with 3′SL-modulated genes, we overlapped H3K27ac with locus-specific ATAC-Seq peaks. More specifically, we first determined H3K27ac levels at ATAC-Seq–defined regions of 3′SL-regulated gene loci (Figure 4A). In line with the RNA-Seq data, we observed that activity at a limited subset of the LPS-induced enhancers were upregulated by 3′SL coincubation (Figure 4B). De novo motif analysis using a GC-matched genomic background shows that these 3′SL inflammatory–induced genes were enriched for myeloid-specific lineage determining transcription factors (LDTF), such as AP-1, RUNX1, CEBPA, and E26 transcription–specific factor (ETS-factor) motifs, but these regions were also specifically enriched for downstream signal-dependent transcription factors (SDTF) such as SREBP and LXR response elements (LXRE) (Figure 4, C and D). For 3′SL upregulated gene loci, we focused on transcriptionally accessible gene loci that demonstrated binding for LXR or SREBP (Figure 4E). H3K27ac levels were robustly induced by 3′SL at those enhancer sites (Figure 4, E–H), as exemplified by genome browser tracks of 3′SL-activated genes such as *Lrp8*, *Fdps*, *Stard4*, and *Sdc2* (Figure 4H and Supplemental Figure 4A). Interestingly, 3′SL treatment alone allowed for significant induction of H3K27ac levels at those LXR/SREBP enhancers (Figure 4, E–H). The data indicate that 3′SL can blunt the LPS repression of LXR/SREBP-regulated genes. This result suggests that 3′SL is conferring activation of these enhancers by modulating the activity of LXR and SREBP transcription factors. This concept is further supported by 3′SL-dependent recruitment of p300 at the LXR/SREBP enhancers (Figure 4G). The LXR/SREBP-bound and 3′SL-induced enhancers are direct targets as demonstrated by p300, SREBP, and LXR recruitment in BMDMs to those sites upon treatment with GW3965 (Supplemental Figure 4, B–E). The observation further supports the idea that 3′SL is a bona fide modulator of SREBP and LXR transcriptional activity.

Next, we set out to test if genetic inactivation of LXR or SREBP prevents the induction and repression of 3′SL inflammation–modulated genes. We targeted SREBP activation by siRNA-mediated knockdown of its upstream regulator SCAP1 (siSCAP; Supplemental Figure 4F) (35, 36). To probe the importance of LXR, we isolated BMDMs from LXRα and LXRβ double-KO mice (*Lxr^–/–^*). As expected, inactivation of LXR and SREBP blunted the induction of 3′SL inflammation–induced genes, such as *Stard4* and *Scd2* (Figure 4, I and J). In contrast, SREBP and LXR targeting did not affect the mRNA levels of 3′SL inflammation–repressed genes, since 3′SL was still able to attenuate LPS-induced mRNA levels of *Il6*, *Ptgs2*, *Il1b*, and *Saa3* equally in LXR-KO and siSCAP treated BMDMs (Figure 4, K and L, and Supplemental Figure 4, G and H). The observation supports the idea that 3′SL is a molecule capable of stimulating SREBP and LXR transcriptional activity in macrophages.

### 3′SL inhibits activation of a subset of TLR4 responsive enhancers.

Genes negatively affected by 3′SL belong to inflammatory pathways such as the acute phase response and the proinflammatory high mobility group box 1 (HMGB1) signaling (Figure 3I) according to pathway analysis of the RNA-Seq data. We assessed the extent to which altered transcriptional regulation contributes to the 3′SL-mediated repression of inflammatory gene expression. Utilizing H3K27ac ChIP-Seq data, we evaluated the effect of 3′SL on ATAC-Seq and PU.1-bound defined enhancers activated by LPS (Figure 4A). In line with the RNA-Seq data, we observed that activity at a limited subset of the LPS-induced enhancers was negatively affected by 3′SL coincubation (Figure 4B). De novo motif analysis using a GC-matched genomic background showed that these 3′SL-repressed regions demonstrate motif enrichment for the expected macrophage lineage–determining factors (PU.1, ATF3/AP-1, CEBP/NFIL3) (Figure 5A). However, the relative order and frequencies of motifs recognized by SDTFs were different from those observed in the total set of LPS-induced enhancers. In particular, an IFN-sensitive response element (ISRE) recognized by IRF factors was the fourth most enriched motif in 3′SL-repressed enhancers and was present in nearly 22% of the targets. In contrast, the corresponding motif in the total set of LPS-induced enhancers ranked 5th and was present in only 5% of the targets (Figure 5A and Supplemental Figure 5A). Conversely, motifs recognized by NF-κB were ranked fourth and were present in 6% of the total set of LPS-induced enhancers but ranked tenth and were present in less than 1% of 3′SL-repressed enhancers (Figure 5A and Supplemental Figure 5A). Similar results with a greater representation of NF-κB motifs were obtained when evaluating the H3K27ac ChIP-Seq data just using the ATAC-Seq–defined enhancers activated by LPS (Supplemental Figure 5B).

These observations support the concept that both the 3′SL-sensitive and -insensitive enhancers are selected by a common set of macrophage lineage–determining factors (37) but that the motifs for SDTFs that act upon these enhancers differ. To further explore the role of NF-κB, we overlapped the 3′SL-sensitive enhancers with the DNA binding pattern of the p65 subunit of NF-κB following LPS stimulation. This analysis indicated that, despite consensus κB motifs being present at less than 1% of the 3′SL repressed enhancers, ~44% were occupied by p65 (Figure 5B). This result suggests that p65 binding at these locations is mediated by weak motifs and/or by indirect mechanisms. Functionality of p65 at these locations is in line with the upstream signal transduction regulatory analysis of the RNA-Seq data, indicating that the pattern of inhibition mediated by 3′SL is similar to that resulting from inhibition of inducers of NF-κB responses, such as IL-1β, IL-6, TNF, and the NF-κB activator MyD88 in LPS-stimulated BMDMs (Figure 5C). Furthermore, LPS-dependent induction of both H3K27ac and p300 recruitment was substantially reduced at local NF-κB/p65–bound enhancers (Figure 5, D and E). 3′SL alone did not regulate H3K27ac levels or p300 recruitment at these NF-κB/p65 enhancers in the absence of LPS stimulation (Figure 5, D and E). Examples of the relationships of p65 binding to 3′SL-repressed enhancers are exemplified at the *Il1a*, *Il6*, *Edn1,* and *Saa3* genes in Figure 5F and Supplemental Figure 5C. In contrast, *Cxcl10*, *Mx1*, *Socs3*, and *Ifnb* represent LPS-induced genes that are not repressed by 3′SL and show no changes in H3K27ac (Figure 5G and Supplemental Figure 5D).

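In the RNA-Seq libraries, LPS raised Cxcl10 (ENSMUSG00000034855.9), on chromosome 5 from 92346638 to 92348889, from 10.2 ± 7.90 to 4816 ± 865 CPM (SD, n = 3), and its level was 4449.9 ± 1341 with LPS + 3′SL. Mx1 (ENSMUSG00000000386.10), on chromosome 16 from 97447035 to 97462907, was at 3402 ± 1225 with LPS and 3091 ± 1207 with LPS + 3′SL, and Socs3 (ENSMUSG00000053113.3), on chromosome 11 from 117966079 to 117970047, at 1182 ± 403 and 886 ± 416. The log2 fold changes with LPS + 3′SL against LPS were −0.11 for Cxcl10 (standard error 0.60), −0.14 for Mx1 (0.74), and −0.42 for Socs3 (0.48), all with an adjusted p of 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Exons of Cxcl10 overlap Art3 on the other strand, and 3.91% of the 50-nucleotide words of Mx1 occur in other genes, mainly Mx2. Ifnb1 (ENSMUSG00000048806.4), on chromosome 4 from 88522025 to 88522774, had 0 reads in every PBS and 3′SL library, 40 to 54 with LPS, and 27 to 65 with LPS + 3′SL. Against a floor of 3 reads it was at least 24.4-fold higher with LPS than with PBS and at least 20.9-fold higher with LPS + 3′SL than with 3′SL. Between LPS + 3′SL and LPS its log2 fold change was 0.034 (standard error 0.44, edgeR's adjusted p = 1.00), a difference smaller than its standard error, and the sign was negative in the block fit (−0.044). Within the library sets the changes were −0.19, −0.30, and 0.069 for Cxcl10, −0.16, −0.19, and −0.098 for Mx1, −0.48, −0.64, and −0.26 for Socs3, and −0.55, −0.047, and 0.42 for Ifnb1. A list of 30 other interferon response genes had a median log2 fold change of −0.10 (26 of 30 lower, −0.10, −0.17, and −0.055 within the sets, limma's camera, adjusted p = 0.280). When each library or set was left out in turn, that median moved between −0.38 and 0.15. H3K27ac levels were not analysed here.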

The finding that a subset of 3′SL-repressed enhancers are occupied by p65 but lack consensus kB motifs led us to modify the motif enrichment analysis such that all LPS-induced enhancers were used as the background, rather than a GC-matched random genomic background. This approach eliminates motifs that are common to 3′SL-sensitive and 3′SL-insensitive enhancers, such as PU.1 and AP-1, and results in identification of motifs that are enriched in one subset but not the other. This analysis resulted in the identification of several motifs that occur at frequencies that are consistent with functional importance, including an ISRE (18%) recognized by IRFs, a motif recognized by the chromatin conformation modulator CTCF (8%), and a motif recognized by established repressor B cell lymphoma 6 (BCL6) (4%) (Figure 5H). Notably, a consensus NF-κB is not significantly enriched, supporting the concept that localization of p65 to a subset of 3′SL-sensitive enhancers is mediated by indirect interactions. Collectively, these findings provide evidence that 3′SL represses a select subset of LPS-induced genes by suppressing the activity of enhancers that lack consensus NF-κB motifs and are instead regulated by distinct combinations of SDTFs.

### Systemic 3′SL administration in Ldlr^–/–^ mice attenuates atherogenesis.

Given the importance of chronic inflammation and inflammation resolution in atherosclerosis, we asked if 3′SL administration could be used therapeutically. We administered 3′SL via s.c. injections of Western-type diet (WTD: 42 % kcal from fat, 0.2 % total cholesterol) fed *Ldlr^–/–^* mice, as oral administration of 3′SL alters the gut microbiome and could confound interpretation of results (14, 15). Based on the blood volume of an average mouse (77–80 mL/kg) we evaluated the pharmacodynamics of a 400 μg and 200 μg s.c. 3′SL injection in 200 μL PBS (Figure 6A). Pharmacokinetic analysis showed that 3′SL appeared in the circulation within 5 minutes after s.c. injection. The concentration peaked at 20 minutes (20 and 35 µg/mL plasma, respectively) and returned to the baseline after 180 minutes (Figure 6A). Based on the rapid clearance of 3′SL, we injected 400 μg 3′SL or equal volume of PBS control s.c. twice daily as this concentration was within our effective IC_50_ dose tested in vitro (Figure 1G). Male *Ldlr^–/–^* mice were given WTD 2 weeks prior to initiation of 3′SL treatment to induce hypercholesterolemia, and this continued for the remainder of the experiment. Two weeks after initiation of the WTD, *Ldlr^–/–^* mice were injected with 3′SL (400 μg in 200 μL PBS) or PBS (200 μL) twice daily for 6 weeks (Figure 6B). 3′SL therapy did not alter food intake, body weight gain, or organ weights of adipose tissues or liver at the time of harvest compared with PBS control–treated *Ldlr^–/–^* mice (Supplemental Figure 6, A–C). Plasma lipid levels and lipoprotein profiles were not altered by 3′SL intervention (Figure 6, C and D, and Supplemental Figure 6, D and E). Fasting blood glucose or hepatic lipid content did not change (Supplemental Figure 6, F and G). This establishes that 3′SL administration did not alter the atherosclerotic lipoprotein drivers in *Ldlr^–/–^* mice.

We next examined the effect of 3′SL on atherogenesis. Atherosclerosis lesion area was assessed via en face aorta analysis (Supplemental Figure 6H) and lesion volume via serial aortic root analysis (Figure 6, E and F, and Supplemental Figure 6I). The short 8-week WTD feeding regimen resulted in very little en face plaque in the aorta (>2% of aortic surface area), which was not different between treatment groups (Supplemental Figure 6H). In contrast, analysis in the aortic root, where lesions are more advanced in mice, revealed that 3′SL treatment reduced lesion volume by 30% (1.4 ± 0.2 mm^3^ versus 0.96 ± 0.09 mm^3^; *P* = 0.002) (Figure 6, E and F). These data imply that therapeutic 3′SL administration reduces development of WTD-induced atherosclerosis in *Ldlr^–/–^* mice independent of changes in plasma lipoprotein levels.

### Intervention with 3′SL reduces macrophage lesion content and improves plaque stability markers.

We also evaluated the effect of 3′SL treatment on atherosclerotic plaque cell and extracellular matrix composition. We initially quantified lesion macrophage content via CD68 immunofluorescence staining. 3′SL therapy was associated with a significant 1.5-fold reduction in macrophage content in 3′SL mice when compared with equal-sized lesions from PBS-treated *Ldlr^–/–^* mice (6.1% of lesion area versus 9.4%; *P* < 0.05) (Figure 6, G and H). No differences in smooth muscle cell content but a slight trend toward increased collagen content in 3′SL-treated mice were noted (Figure 6, I–L). However, despite a reduction in macrophage content, visual inspection of van Gieson–stained cross-sections of lesions at the aortic root did not show differences in necrotic core content between the treatment groups (Supplemental Figure 6I), nor did we observe alterations in systemic plasma cytokine concentrations after 6 weeks of treatment between the treatment groups (Figure 6M). Plasma monocyte, neutrophil, and lymphocyte counts were also unchanged (Supplemental Figure 6, J and K). Although we previously showed that 3′SL does not directly interfere with monocyte’s rolling and adhesion to activated endothelium (38), we also evaluated if 3′SL promotes comparable antiinflammatory properties on activated endothelium. Stimulation of human umbilical vascular endothelium cells (HUVEC) with (10 ng/mL) LPS-induced mRNA levels of known factors that promote monocyte recruitment and invasion such as *Il8*, vascular adhesion molecule-1 (*VCAM1*), intercellular adhesion molecule-1 (*ICAM1*), and the monocyte chemoattractant protein C-C motif chemokine ligand 2 (*CCL2*) (Figure 6, N and O). Treatment of HUVEC with 3′SL alone did not affect the expression of these inflammatory genes. However, cotreatment of HUVEC with LPS and 3′SL (100 μg/mL) significantly reduced the expression of adhesion molecule *ICAM1*, chemoattractant proteins IL-8, and CCL2 by 1.5-fold (Figure 6, N and O), supporting the idea that 3′SL could inhibit trafficking of monocytes into an inflamed artery. Overall, the findings suggest that s.c. 3′SL treatment attenuates atherosclerosis development by reducing the number of macrophages in the lesions.

### Oral 3′SL administration attenuates atherogenesis in Ldlr^–/–^ mice.

We next investigated if oral 3′SL administration reduced atherosclerosis development as it would be a more clinically relevant therapeutic option. We determined absorption of orally administered 3′SL using different doses (30, 60, and 90 mg per mouse) into recipient WT mice (Figure 7A). Oral 3′SL administered via a single bolus in 200 μL administered via oral gavage appeared in the blood stream within 5 minutes after the bolus, reaching a peak 20 min lasting up to 60 minutes after gavage and returned to baseline after 180 minutes. Oral delivery of 90 mg 3′SL resulted in peak concentrations of 9–12 μg/mL for at least 60 minutes after administration (Figure 7A), which is in range of our effective IC_50_ dose tested in vitro (Figure 1G). No adverse effects were seen with all the tested concentrations, nor did they result in development of undesirable gastrointestinal side effects. Therefore, we fed *Ldlr^–/–^* mice with a WTD 2 weeks prior to initiating a twice-daily oral gavage of 90 mg/mouse 3′SL in 200 μL water, or 200 μL water via oral gavage as a control, for 6 weeks (Figure 7B). The twice-daily administration was chosen to maximize the systemic 3′SL exposure akin to the s.c. treatment protocol. This concentration and treatment regimen was well tolerated and did not result in development of loose stools (or diarrhea) or any undesirable gastrointestinal side effects. 3′SL therapy did not alter food intake (Figure 7C), body weight gain, or organ weights of adipose tissues or liver at the time of harvest compared with control-treated *Ldlr^–/–^* mice (Supplemental Figure 7, A and B). Plasma lipid levels and lipoprotein profile analysis showed a drop in plasma very low–density lipoprotein–associated (VLDL-associated) triglyceride and cholesterol levels in 3′SL-treated mice (Figure 7, D and E, and Supplemental Figure 7, C and D). However, no differences in the atherogenic LDL-cholesterol levels were observed between the treatment groups (Figure 7E). Similarly, fasting blood glucose and hepatic lipid content were unaltered (Supplemental Figure 7, E–G).

We next examined the effect of oral 3′SL administration on atherogenesis. Atherosclerosis lesion area and volume were assessed via en face aorta and serial aortic root analysis, respectively (Figure 7, F–I). Compared with control-treated mice, the 6-week 3′SL administration resulted in a significant 51% reduction in en face atherosclerotic lesion area staining in the aorta (1.064 ± 0.1436 mm^2^ versus 0.5129 ± 0.0898 mm^2^; *P* < 0.01) (Figure 7, F and G). In accordance, aortic root plaque analysis revealed that 3′SL treatment reduced lesion volume by 40% (1.0 ± 0.2 mm^3^ versus 0.6 ± 0.07 mm^3^; *P* < 0.0001) (Figure 7, H and I). Lesion analysis revealed no significant differences in necrotic core, collagen, macrophage, and smooth muscle cell content between the treatment groups (Supplemental Figure 7, H–K). These data imply that oral 3′SL administration significantly attenuated development of WTD-induced atherosclerosis in *Ldlr^–/–^* mice.

### Oral 3′SL administration in Ldlr^–/–^ mice reduces atherosclerosis-associated inflammation.

In addition to lesion development, we were interested in whether atherosclerosis-associated inflammation was affected by oral 3′SL administration. Plasma cytokine analysis revealed that, after 6 weeks of 3′SL treatment, plasma TNF and IL-6 levels were significantly reduced by 1.6- and 2-fold, respectively, compared with levels in control-treated *Ldlr^–/–^* mice (Figure 7J). Two weeks into the treatment, plasma IL-6 levels did not differ between 3′SL- and control-treated *Ldlr^–/–^* mice (Figure 7K). After 6 weeks IL-6 levels significantly increased by 2.5-fold in control treated *Ldlr^–/–^* mice but showed a 1.5-fold decrease in 3′SL-treated *Ldlr^–/–^* mice compared with plasma levels at 2 weeks (Figure 7L). Oral 3′SL administration reduced plasma TNF by 1.8-fold at 2 weeks into the treatment and remained significantly lower throughout the treatment (Figure 7M). In addition, we also measured SAA in both 3′SL- and control-treated *Ldlr^–/–^* mice (Figure 7N). SAA is an acute phase protein, and its plasma levels correlate with atherosclerotic development in mice and humans (39). In mice, SAA serves as a proxy for the human atherogenic hsCRP, as CRP in mice is only a modest acute phase protein (40). Oral 3′SL treatment was associated with significantly reduced plasma SAA levels after 2 and 6 weeks of treatment, by 2.3- and 2.8-fold respectively, compared with control-treated *Ldlr^–/–^* mice (Figure 7M). In conclusion, the findings suggest that oral 3′SL treatment reduces atherosclerosis development and attenuates atherosclerosis-associated inflammation in WTD fed *Ldlr^–/–^* mice.

### 3′SL administration in Ldlr^–/–^ mice reduces inflammatory gene expression in myeloid cells in atherosclerotic lesions.

We next investigated if inflammation reduction was also promoted by 3′SL at the atherosclerotic lesion level. Typical activators of inflammation in lesion macrophages are not driven by LPS or TLR4. In atherosclerotic lesions, activation of TLR2 by modified lipid species (oxLDL) occurs. Hence, we evaluated if 3′SL treatment induces a similar pattern of modulation of inflammatory genes and stimulation of LXR/SREBP responsive genes upon TLR2 activation, as observed with 3′SL and LPS stimulation (Figure 3). Costimulation of BMDMs with the TLR2 agonist PAM3CSK4 (100 μg/mL) and with 3′SL (100 μg/mL) for 6 hours did repress activation of inflammatory genes (Figure 8, A and C). The cotreatment also significantly promoted expression of genes predominantly involved in cholesterol biosynthesis and fatty acid metabolism (Figure 8, B and D). This is independent of macrophage foam cell formation, which was not affected by 3′SL (Supplemental Figure 8, A–C). We next performed single-nuclei RNA-Seq (snRNA-Seq) on atherosclerotic lesions to identify if similar antiinflammatory responses could be observed in lesion-associated innate immune cell populations. To isolate adequate lesions quantities, especially in the 3′SL treatment group, we fed *Ldlr^–/–^* mice with a WTD 2 weeks prior to initiating a twice-daily oral gavage of 90 mg/mouse 3′SL in 200 μL water, or 200 μL water as a control, for 10 weeks, instead of 6 weeks (Figure 7B). We isolated all atherosclerotic lesions from the ascending aorta and the aortic arch and subjected them to single-nuclei isolation to allow an unbiased snRNA-Seq of all lesion-associated cell populations (Figure 8E). Population size differences of the macrophage subsets were observed between control and 3′SL treatment groups (Supplemental Figure 8D). The 3′SL treatment was associated with a reduction in the proliferative resident foam cell macrophages and enrichment of the antiinflammatory Trem2^hi^ macrophage foam cells that typically express mRNAs involved in cholesterol biosynthesis and fatty acid metabolism (Figure 8, F and G, and Supplemental Figure 8D). TREM2 is expressed on antiinflammatory macrophages and has been shown to limit macrophage activation (41). Pathway analysis of the gene mRNA transcript population that were significantly (*P* < 0.05) altered by 3′SL treatment revealed enrichment for genes involved in reducing inflammation (M2-like) and TLR2 inflammation as well as a response to RXR signaling (Supplemental Figure 8E). Interestingly, many of the upregulated genes were associated with the Trem2^hi^ macrophage population, while downregulation of mRNA transcripts was confined to inflammatory macrophages and resident-like foam-like macrophages (Figure 8G). Pathway analysis of the affected genes in the different macrophage populations revealed that most of the downregulated mRNAs converged on inflammation and cytokine signaling (Figure 8H). The upregulated mRNA transcripts in the antiinflammatory Trem2^hi^ macrophage foam cells belonged to genes involved in mRNA and mitochondrial activity as well as oxidative phosphorylation, RUNX activity, and cholesterol biosynthesis (Figure 8H). Among the downregulated mRNAs were proinflammatory genes such as *Ccl4*, *Ccl12*, *Ccl16*, *Isg15*, *Il6,* and *Tagap* in the inflammatory macrophage population (Figure 8I). mRNA transcripts that were upregulated in the 3′SL treatment group in the Trem2^hi^ macrophage lesion population comprised LXR responsive genes such as *Hmgcs1* and *Eepd1* as well as antiinflammatory macrophage markers *Egr2* and *Slc37a2* (Figure 8J). In contrast, fewer genes in the endothelial population were altered and not specifically associated with reduction or alteration in the inflammatory status (Supplemental Figure 8, F and G). To conclude, in the inflammatory setting of atherosclerotic disease, 3′SL treatment resulted in a less inflammatory phenotype of plaque macrophages.

## Discussion

This study describes the effect of 3′SL on reducing low-grade chronic macrophage inflammation in the context of CVD. Our data support that the antiinflammatory properties of 3′SL are mediated via reduction of inflammatory gene expression but equally by accelerating expression of genes in macrophages under control of LXR and SREBP that are important in the initiation of the inflammation resolution phase (33). Based on the data, 3′SL treatment of macrophages appears to exert an atheroprotective role, by attenuating inflammation and reducing the expression of chemoattractants and cytokines that exponentially accelerate atherosclerosis development driven by hypercholesterolemia. Overall, our results support a concept that 3′SL can be used orally as a therapeutic in the context of adult diseases due to inhibitory effects on low-grade chronic inflammation and reduction of atherosclerotic lipoproteins.

Several reports have described induction of TLR4 signaling by specific glycan structures, including HMOs (42). The neutral HMOs LNFP II and LNnT affect peritoneal suppressor macrophages (43), while other studies show that acidic HMOs have various immunomodulatory properties (38, 44). In contrast, our study highlights the antiinflammatory effects of 3′SL in LPS-stimulated macrophages. Our results suggest that 3′SL, and to a lesser extent 6′SL, are antiinflammatory, yet the structurally related DSLNT is not. Our results are in line with other reports attributing antiinflammatory effects to 3′SL. Kang and colleagues investigated the role of 3′SL in inflammation connected to rheumatoid arthritis and observed that cotreatment with IL-1β and 3′SL in THP-1 cells also reduced IL-1β, IL-6, and TNF mRNA and protein expression (45). Also, 3′SL reduced cytokine production in other inflammation-relevant cell types. Kang and colleagues also attributed antiinflammatory effects to 3′SL in skin inflammation (46). Again, similar expression patterns can be observed, suggesting that the antiinflammatory effect of 3′SL persist across different inflammatory disease models and cell types. Also, it is important to note that we carefully removed LPS and other contaminations from 3′SL. Depending on the source and production method, 3′SL can contain a substantial amount of contaminants that affect the immunomodulatory effects as reported before (42, 47).

Both 3′SL and 6′SL are structurally almost identical, with the only difference being the sialic acid moiety linkage to galactose which is an α2,3 and α2,6 linkage, respectively. Acidic HMOs such as 3′SL, 6′SL, and DSLNT share similar linkages; however, DSLNT is sialylated by an α2,3 linkage to galactose and an α2,6 linkage to the internal *N*-acetyl glucosamine. Since each sialic acid contributes 1 negative charge of the HMO, the additional charge on DSLNT may interfere with its binding to a putative macrophage receptor. In addition, the molecular weight of DSLNT is nearly twice that of 3′SL or 6′SL (1,290.14 g/mol versus 633.55 g/mol). The difference in size and charge of the structure may hinder the steric interactions of DSLNT and the macrophage receptor. Using genetic approaches, we also excluded that 3′SL antiinflammatory properties are the result of simple engagement of the sialic acid, with most the abundant antiinflammatory Siglecs expressed on macrophages (23). We cannot exclude that the combined inactivation of all antiinflammatory Siglec receptors is essential to mitigate the antiinflammatory effect. The studies highlight that 3′SL and 6′SL have structure-specific antiinflammatory properties that are poorly understood. However, simply carrying a sialic acid moiety on the HMO lactose backbone or complex HMO is not sufficient. We did not test if other 3′sialylated (non-HMO) glycans are equally effective, but given the HMO’s structural specificity and the lack of DSLNT’s effect, we predict that 3′SL has optimal structural components to mediate the antiinflammatory effects. Previous studies identified that free sialic acid administration promotes inflammation in macrophages (48) and endothelial cells (49). In our previous work, oral sialic acid (Neu5Ac) administration to *Ldlr^–/–^* mice did not affect atherogenesis, inflammation, and lipid profiles, supporting the observation that sialic acid by itself is not sufficient to observe our antiinflammatory effects (50). It is unclear how HMOs like 3′SL enter the bloodstream intact. 3′SL might be absorbed through receptor-mediated uptake, transcytosis, or paracellular transport. It could circulate freely or be paired with carrier proteins or other molecules for stability. Investigating these mechanisms could shed light on 3′SL’s role in the body and its therapeutic potential. Combining 3′SL with 6′SL might also reveal synergistic effects, offering insights into immune response modulation.

Previous reports have suggested 3′SL inhibits NF-κB/p65 signaling in unstimulated Caco-2 cells, a cell model for enterocytes (51). At our effective dose, we did not observe any effect of 3′SL administration on NF-κB/p65 signaling. Instead, using an unbiased transcriptomic and epigenetic approach, we identified that the antiinflammatory effect of 3′SL on TLR4-activated macrophages is surprisingly focused on a selected group of affected genes and enhancers. In contrast, over 5,000 genes were differentially expressed in BMDMs in response to just TLR4 activation. The observation supports the idea that 3′SL does not globally inhibit TLR4 activation and NF-κB/p65 signaling. This concept is also corroborated by the observation that 3′SL attenuates TLR2-mediated macrophage activation, a well-established atherogenic pathway. Hence, our data also exclude that the antiinflammatory effect of 3′SL is a consequence of altering signaling events mediated by CD14 or myeloid differentiation factor 2 (MD2) independently (52). We so far have not identified the receptor responsible for the biological activity, and studies are underway to identify the relevant receptor pathway responsible for 3′SL’s transcriptional effects.

Unexpectedly, we found that 3′SL was able to induce expression of a set of genes that is regulated by LXR and SREBP1, master regulators of cholesterol and fatty acid biosynthesis (35, 36, 53). The modulation of lipid metabolism via these transcription factors is important for short-term immune cell activation as well as long-term trained innate immunity (33, 54–57). However, loss-of-function experiments indicated that LXRs and SREBPs were not required for the antiinflammatory effects of 3′SL on LPS-treated macrophages. Further studies will be required to determine the molecular mechanisms by which 3′SL activates LXR and SREBP and the functional consequences of these effects. Studies of the effects of 3′SL on the epigenetic response to LPS revealed inhibition of H3K27ac and recruitment of the p300 HAT at a select set of enhancer elements associated with 3′SL-suppressed genes. These results imply a transcriptional mechanism by which 3′SL inhibits LPS-induced gene expression that involves direct or indirect effects on sequence-specific transcription factors and/or their coactivators. In-depth de novo motif analysis of 3′SL-repressed enhancers indicated that they were qualitatively different from LPS-induced enhancers that were not subject to 3′SL repression. In addition to lack of consensus κB motifs, 3′SL-sensitive enhancers were distinguished by the presence of several other transcription factor–binding motifs. The most significantly enriched motif corresponds to a binding site for CTCF. CTCF is a highly conserved factor regulating gene transcription by spatially orienting *cis*-acting regulatory elements within topologically associating domains (58). The strong enrichment of 3′SL-repressed genes for the CTCF motif raises the intriguing possibility that 3′SL alters LPS responses at specific genes by influencing CTCF-dependent interactions between enhancers and promoters. Several additional motifs were preferentially enriched in 3′SL-sensitive enhancers, such as BCL6 and RBPJ, and canonically serve as transcriptional repressors (59). RBPJ is a Notch signaling modulator and a regulator of proinflammatory macrophages polarization via activation of IRF8 (60). The latter might explain why we also see enrichment for the IRF motif, despite that fact that most type I IFN responsive genes are unaffected by 3′SL coincubation (Supplemental Figure 5B). BCL6 encodes a BTB/POZ-zinc finger transcriptional repressor critical for the development and inflammatory potential of immune cells, including attenuation of NF-κB/p65 signaling in macrophages (59, 61). BCL6 and the NF-κB cistromes intersect, within nucleosomal distance, at nearly half of BCL6-binding sites in stimulated macrophages to promote opposing epigenetic modifications of the local chromatin (62). Recent studies in macrophages suggest that BCL-6 interacts with IκBζ and interferes its binding to the *IL6* promoter in macrophages (63). Further studies are needed to evaluate if 3′SL activates BCL6 recruitment directly or indirectly by activation of canonical ligand signaling pathways such as IL-4 and IL-21.

Importantly, we show that the antiinflammatory effects of 3′SL in vitro translated in attenuated atherosclerosis lesion development in vivo. Antiinflammatory effects of 3′SL in vivo were previously shown in mouse models of rheumatoid arthritis and dermatitis (45, 46). However, 3′SL was administered orally; thus, it cannot be excluded that the antiinflammatory phenotypes are due to likely drastic changes in the gut microbiome (14, 46). We intentionally sought to circumvent interactions of 3′SL with the microbiome using s.c. administration, without any negative side effects, as expected (64–66). The 3′SL in *Ldlr^–/–^* mice resulted in a reduction in atherosclerotic lesion size and macrophage content, in line with in vitro reduced expression and secretion of proinflammatory cytokines and chemoattractants. In addition, we also observed that 3′SL administration reduced expression of endothelial chemokine and adhesion molecules that promote monocyte infiltration in cultured endothelial cells. It is very likely that both processes contribute to the attenuated atherogenesis and reduced plaque macrophage content. Based on previous reports, we know that 3′SL does not directly compete with binding of monocytes to adhesion factors expressed by endothelium (38). Hence, it will be important to probe in the future the effect of 3′SL administration on established atherosclerotic lesion regression and plaque rupture, which lead to relevant clinical events.

Finally, we also assessed the effect of oral 3′SL treatment, which is clinically more relevant as a therapeutic strategy, to determine whether it reduced atherosclerosis even more strongly compared with a s.c. 3′SL intervention. A key difference between the 2 administration routes were triglyceride-rich lipoprotein (TRL) levels, which were reduced by oral but not by s.c. 3′SL treatment. However, most TRL-lowering strategies fail to see an effect on atherosclerosis development in murine hypercholesterolemia models, unless they can also lower LDL-cholesterol levels (67). Thus, it remains to be determined if this reduction contributes to the antiatherogenic effect and whether the TRL-lowering effect is a result of reduced lipid absorption and VLDL production or accelerated hepatic clearance. Such findings are likely not only important under high-fat feeding diets conditions in adults, but they could also be relevant for infant lipid metabolism, as infants consume a very high-fat meal on a frequent basis. 3′SL could be degraded or interact with endogenous 3′-neuraminidases, influencing signaling pathways. If degraded, 3′SL’s availability for receptor interaction could decrease, reducing its effectiveness. Alternatively, 3′SL might inhibit or compete with neuraminidases, altering the balance of sialylated substrates and affecting downstream signaling or receptor engagement. Understanding 3′SL’s stability and interactions with enzymes is key to clarifying its mechanisms and effects.

We cannot rule out that the effects on systemic and lesion inflammation during oral gavage might stem from secondary effects on the liver or gut. The observation that SAA went down a great deal upon oral 3′SL treatment is strong evidence for a systemic decrease in inflammation as SAA is mainly made in the liver (40). This favorable antiatherogenic discrepancy between the 2 administration routes could be a result of alterations in the gastrointestinal microbiome or due to a first-pass effect of oral administered 3′SL via the liver, where the majority of the measured cytokines and TRLs are produced and cleared. Finally, the snRNA-Seq analysis of lesion macrophages in 3′S- treated *Ldlr^–/–^* mice mirrored our in vitro results. We observed a reduction of inflammatory genes in the inflammatory foam cell macrophages and an increase in LXR target genes and lipid biosynthetic genes in the Trem2^hi^ macrophage population (41). Despite finding no gross changes in macrophage lesion content, the analysis confirmed that 3′SL also at the lesion level reduces the inflammatory potential of lesion macrophages, the most abundant cell type in the plaques. Beyond effects on macrophages, we also observed significant alterations in the mRNA profiles of lesion plasmacytoid DC, proliferating T cell populations, and fibroblasts; however, no gross effects were seen in endothelium (Supplemental Figure 8, F–H). Many of these gene expression alterations are not related to atherosclerosis, and future studies need to evaluate how these changes influence atherogenesis and plaque evolution.

With 3′SL being a natural compound that received GRAS (Generally Recognized As Safe) status by the United States FDA, it could provide a viable alternative solution for treating chronic inflammation and atherosclerosis and CVD. Moreover, antiinflammatory therapeutics are favorable over agents that directly block cytokine release because they are less likely to compromise the patient’s immune system. Hence, our data warrant further analysis of 3′SL and its therapeutic potential in CVDs and other chronic inflammatory disorders.

## Methods

Supplemental Methods are available online with this article.

### Sex as a biological variable.

Our cohort is balanced for sex to ensure an equal number of male and female individuals were included in both arms of the study. However, for the atherosclerosis evaluation, we examined male mice because male animals exhibited less variability in phenotype.

### Statistics.

Statistical analyses were performed using Prism software (version 7, GraphPad Software). Data were analyzed by 2-tailed unpaired Student’s *t* test and presented as mean ± SEM. For experiments with more than 2 experimental groups, statistical significance was determined by ANOVA for multiple comparisons with Fisher’s LSD post hoc tests for multiple pair-wise comparisons. *P* < 0.05 was considered significant.

### Study approval.

All experimental procedures were approved by the UCSD IACUC.

### Data availability.

The raw data of snRNA-seq are publicly available at GSE167999, PRJNA996113 (https://www.ncbi.nlm.nih.gov). Supporting Data Values for all figures are provided within the supplement.

## Author contributions

LB and PLSMG conceived the project. ARP, NJS, CAA, KZ, HMH, NEL, JLW, RY, ARA, MD, CDP, KVG, LW, MPJDW, RME, CKG, LB, and PLSMG designed experiments. ARP, NJS, CAA, KVG, CDP, TGO, JKCC, BR, JL, AH, AWTC, JH, CYW, APC, UO, NEL, MPJDW, YW, AQ, MP, AWTC, CT, and LMB analyzed data and performed experiments. ARP, NJS, CAA, ARA, MD, RME, CKG, LB, and PLSMG interpreted data and wrote the manuscript, and the final versions were reviewed by all authors. ARP and NJS are co–first authors; ARP is listed first, as she initiated the work.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
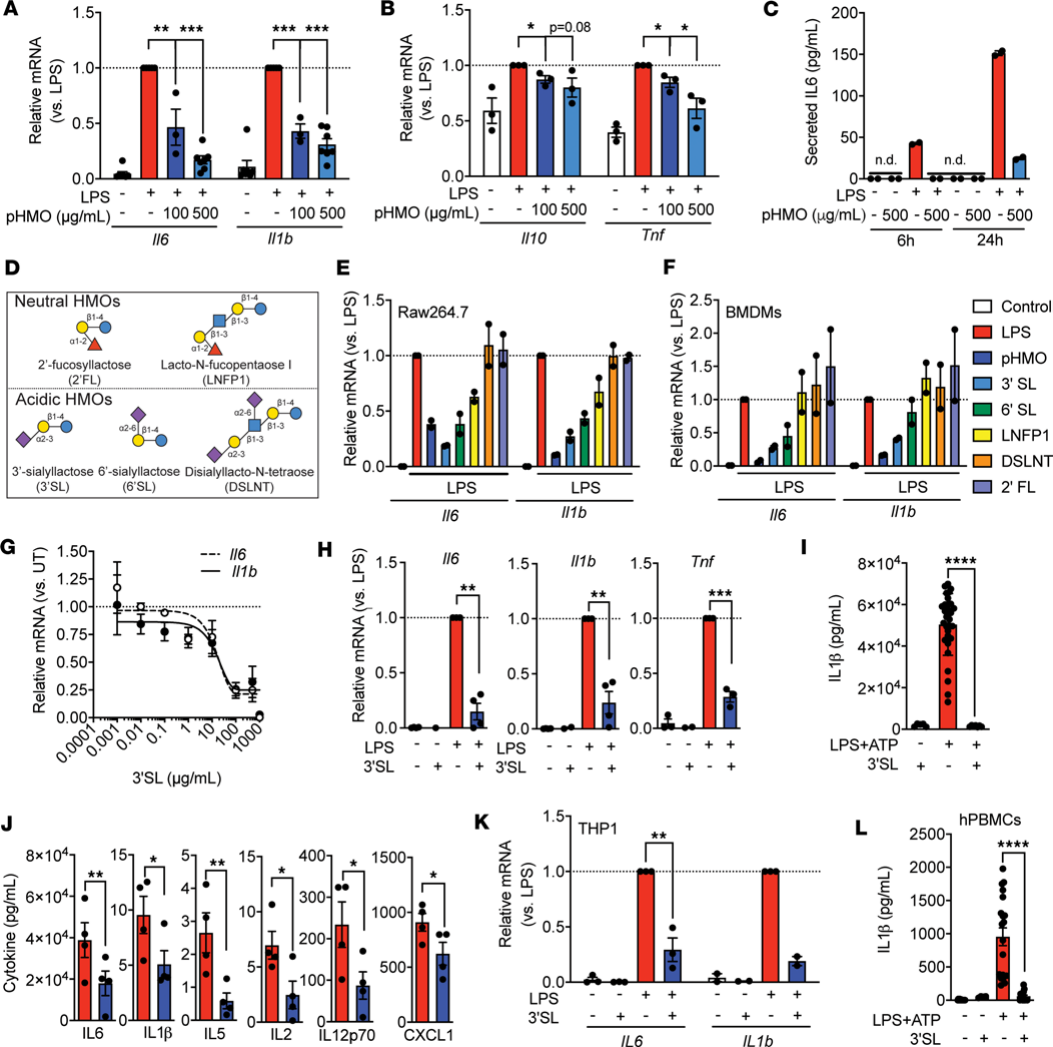
HMOs, particularly 3′SL, reduce inflammatory cytokine expression in LPS-activated murine macrophages and human monocytes. (**A** and **B**) Relative mRNA levels of *Il6* and *Il1b* (**A**), and *Il10* and *Tnf* (**B**) in Raw264.7 cells with LPS ± pooled HMO (pHMO) incubation (*n* = 2). (**C**) IL-6 protein release 6 and 24 hours after LPS ± pHMO incubation (*n* = 3). (**D**) Depiction of individually used HMOs. (**E** and **F**) Relative mRNA levels of *Il6* and *Il1b* in Raw 264.7 (**E**) and murine bone marrow–derived macrophages (BMDMs) (**F**) when treated with individual HMOs (*n* = 2). (**G**) Dose-response curve of 3′SL in BMDMs (*n* = 3). (**H**) Relative mRNA levels of *Il6*, *Il1b*, and *Tnf* expression in PBS, 3′SL, or LPS ± 3′SL (100 μg/mL) treatment (*n* = 3–4). (**I**) IL-1β protein release for 24 hours in BMDMs after LPS+ATP coincubation ± 3′SL (*n* ≥ 5). (**J**) Cytokine concentrations in the conditioned medium of BMDMs with 24 hours of LPS ± 3′SL incubation (*n* = 4). (**K**) Relative mRNA levels of *IL6* and *IL1b* in LPS-activated human THP-1 cells treated ± 3′SL (*n* = 3). (**L**) IL-1β protein release 24 hours after LPS+ATP coincubation ± 3′SL (100 μg/mL) in human peripheral blood monocytes (hPBMCs) from 3 healthy donors. If not otherwise stated, incubations lasted for 6 hours with 10 ng/mL LPS and 100 μg/mL 3′SL or above indicated concentrations of HMOs. Two-way ANOVA with Fisher’s LSD test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Data represented as mean ± SEM.

**Figure 2:**
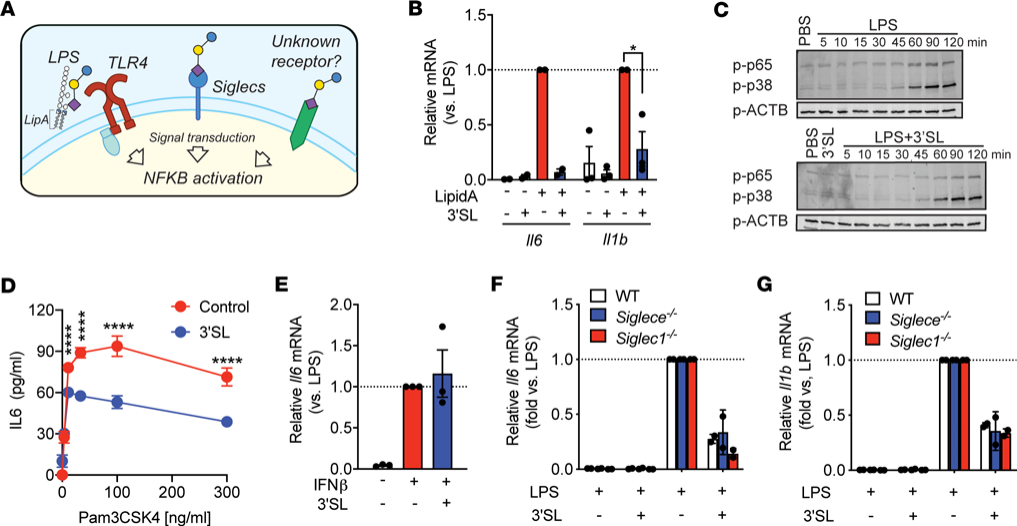
3′SL does not engage with carbohydrate part of LPS, neither reduce NF-κB signaling, nor IFN-γ signaling and Siglec interactions. (**A**) Scheme of potential 3′SL effector pathways. (**B**) Relative *Il6* and *Il1b* mRNA levels in lipid A–activated BMDMs treated ± 3′SL. (**C**) Western blot of p-p65 and p-p38 after different times of LPS ± 3′SL stimulation. One representative blot of *n* = 3. (**D**) IL-6 concentrations in the conditioned medium of BMDMs with 6 hours Pam3CSK4 (at indicated doses) ± 3′SL incubation (*n* = 4). (**E**) Relative *Il6* and *Il1b* mRNA levels in BMDMs stimulated with 10 ng/mL IFN-β INF-β ± 3′SL. (**F** and **G**) Relative *Il6* and *Il1b* mRNA levels in *Siglec1^–/–^* (**F**) and *SiglecE^–/–^* (**G**) BMDMs stimulated with LPS ± 3′SL. All stimulations 10 ng/mL LPS, 100 μg/mL 3′SL. Two-way ANOVA with Fisher’s LSD test. *P < 0.05; ****P < 0.0001). Data represent mean ± SEM (*n* = 2–3 of individually isolated BMDMs).

**Figure 3:**
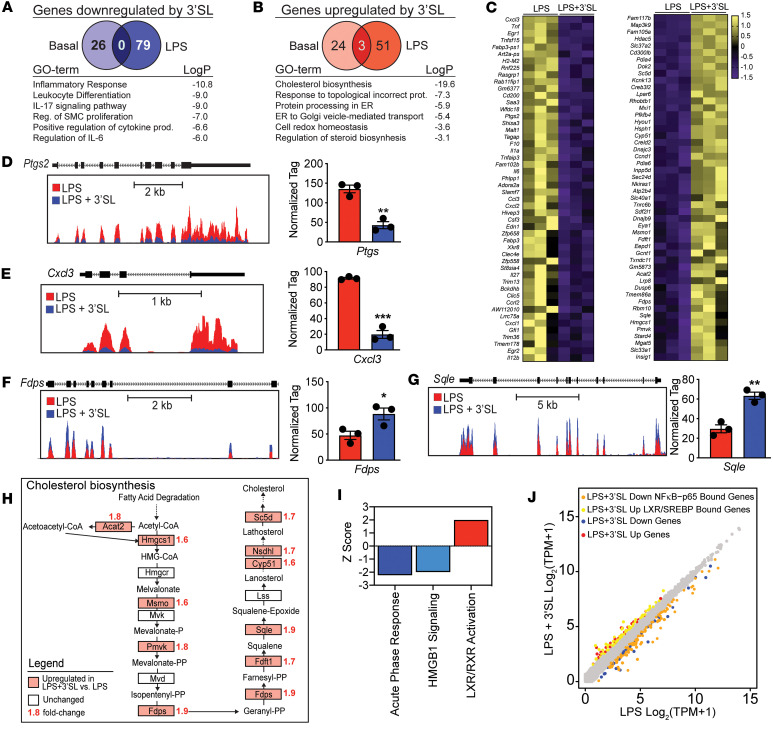
3′SL downregulates inflammatory pathways and upregulates cholesterol biosynthesis in LPS-stimulated BMDMs. (**A** and **B**) Venn diagrams of differentially expressed mRNAs of genes detected by RNA-Seq (cut-off *P* < 0.05 and fold change [FC] > 1.5) of 3′SL downregulated (**A**) and upregulated (**B**) mRNA levels of genes in LPS-activated BMDMs compared with quiescent, PBS-treated BMDMs. Corresponding pathway analyses of LPS versus LPS + 3′SL–treated BMDMs are below the diagrams (*n* = 3). (**C**) Heatmaps representing *Z*-normalized row mRNA levels of each gene for RNA-Seq from independent biological duplicates showing the 50 most upregulated (right) or downregulated (left) genes in BMDMs at 6 hours after LPS ± 3′SL stimulation. (**D** and **E**) UCSC genome browser images illustrating normalized tag counts for *Ptgs2* and *Cxcl3* with normalized tag count averages (*n* = 3). (**F** and **G**) UCSC genome browser images illustrating relative mRNA levels for cholesterol biosynthesis genes *Fdps* and *Sle* with normalized tag count averages (*n* = 3). (**H**) Scheme of KEGG-pathway cholesterol biosynthesis. Red marked genes are upregulated by 3′SL coincubation with LPS. Red numbers above gene names indicate fold-change. (**I**) Enriched pathways identified by Ingenuity Pathway Analysis (IPA) software. All significantly, differentially expressed mRNAs of genes in the LPS versus LPS + 3′SL RNA-Seq datasets were used for the analysis with IPA (cut-off > 1.5-fold) with *Z* score ≥ ±2. (**J**) Scatter plot depicting the relationship between fold change of 3′SL and LPS–repressed and 3′SL-induced mRNAs of genes, overlaid with LXR- and SREBP-associated accessible loci from a previously generated ATAC-Seq dataset (33). Unpaired 2-tailed Student’s *t* test. *P < 0.05; **P < 0.01; ***P < 0.001. Data represent mean ± SEM.

**Figure 4:**
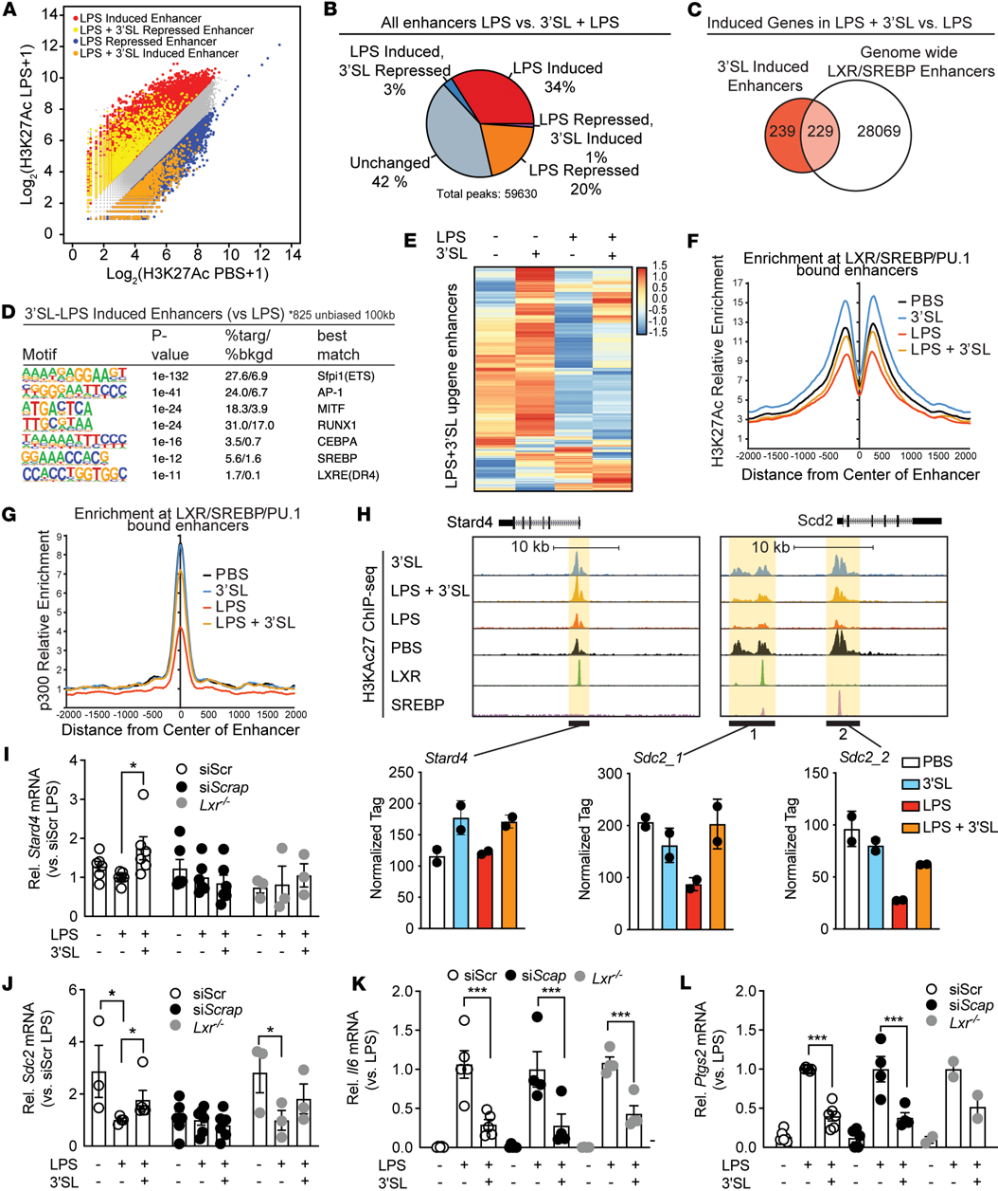
The 3′SL inflammation response is associated with LXR and SREBP signal–dependent transcription factors. (**A**) Scatter plot depicting the enhancers as defined by H3K27ac in their relationship to LPS stimulation with and without 3′SL coincubation. (**B**) Venn-diagram of global enhancers affected by 3′SL and LPS compared with LPS induced enhancers. (**C**) Venn-diagram of 3′SL-LPS–induced genes compared with LPS-induced enhancers associated with LXR/SREBP-bound loci. (**D**) De novo motif analysis of 3′SL-LPS–induced enhancers (versus LPS) using a GC-matched genomic background. (**E**) Heatmap of the fold change in 3′SL upregulated H3K27ac levels at ATAC-Seq–defined gene loci that demonstrated binding for LXR or SREBP. (**F**) Distribution of H3K27Ac tag densities, in the vicinity of genomic regions cobound by LXR, SREBP, or PU.1, in BMDMs treated with indicated stimuli for 6 hours. (**G**) Distribution of p300 tag densities, in the vicinity of genomic regions cobound by LXR, SREBP, or PU.1, in BMDMs treated with indicated stimuli for 6 hours. (**H**) UCSC genome browser images illustrating normalized tag counts for H3K27ac at *Stard4* and *Scd2* target loci together with mapped LXR and SREBP binding sites. (**I**–**L**) Relative mRNA levels of target genes in BMDMs transfected with nontargeting control siRNA (siScr) or si*Scap* or BMDMs isolated from *Lxr*α*/*β-KO mice (*Lxr*^–/–^) stimulated with PBS and LPS ± 3′SL. (*n* = 4 silencing experiments, *Lxr*^–/–^ BMDMs from 3 individual mice). Two-way ANOVA with Fisher’s LSD test. *P < 0.05; **P < 0.01; ***P < 0.001. Data represent mean ± SEM.

**Figure 5:**
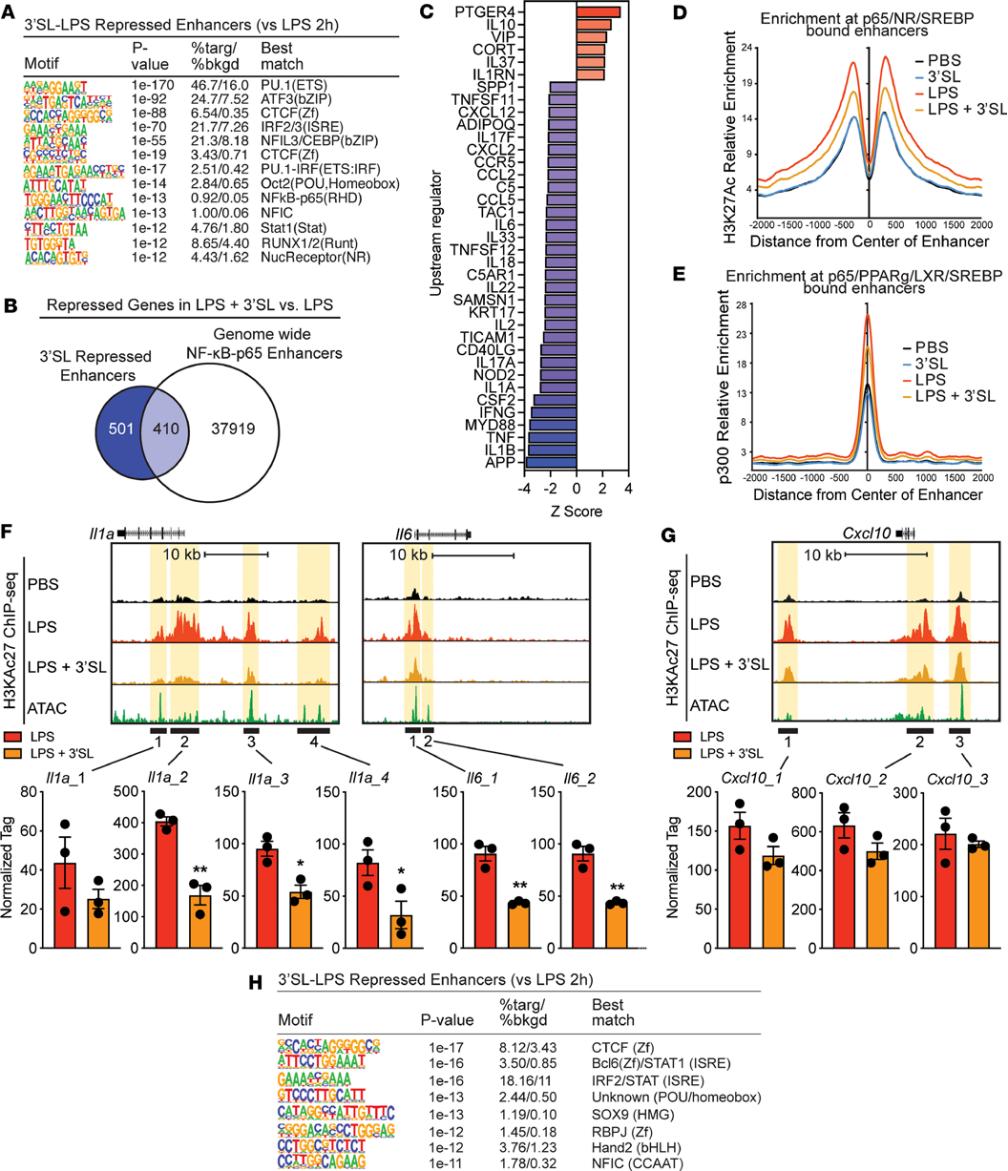
3′SL mediates reprogramming of the NF-κB enhancer landscape activity to attenuate inflammation. (**A**) De novo motif analysis of 3′SL + LPS repressed enhancers (versus LPS) using a GC-matched genomic background. (**B**) Venn diagram of 3′SL-LPS repressed genes compared with LPS induced enhancers associated with NF-κB/p65 bound loci. (**C**) IPA analysis of upstream regulators of differentially expressed genes (|*Z* score| > ± 2). (**D**) Distribution of H3K27ac tag densities in the vicinity of genomic regions cobound by NF-κB/p65 in BMDMs treated with indicated stimuli for 6 hours. (**E**) Distribution of p300 tag densities in the vicinity of genomic regions cobound by NF-κB/p65 in BMDMs treated with indicated stimuli for 6 hours. (**F** and **G**) UCSC genome browser images illustrating normalized tag counts for H3K27ac at *Il1a*, *Il6*,and *Cxcl10* target loci together with mapped ATAC-Seq tags. (**H**) De novo motif analysis of 3′SL + LPS repressed enhancers (versus LPS) using all LPS-induced ATAC-Seq peaks as a background. Unpaired 2-tailed Student’s *t* test. *P < 0.05; **P < 0.01. Data represent mean ± SEM.

**Figure 6:**
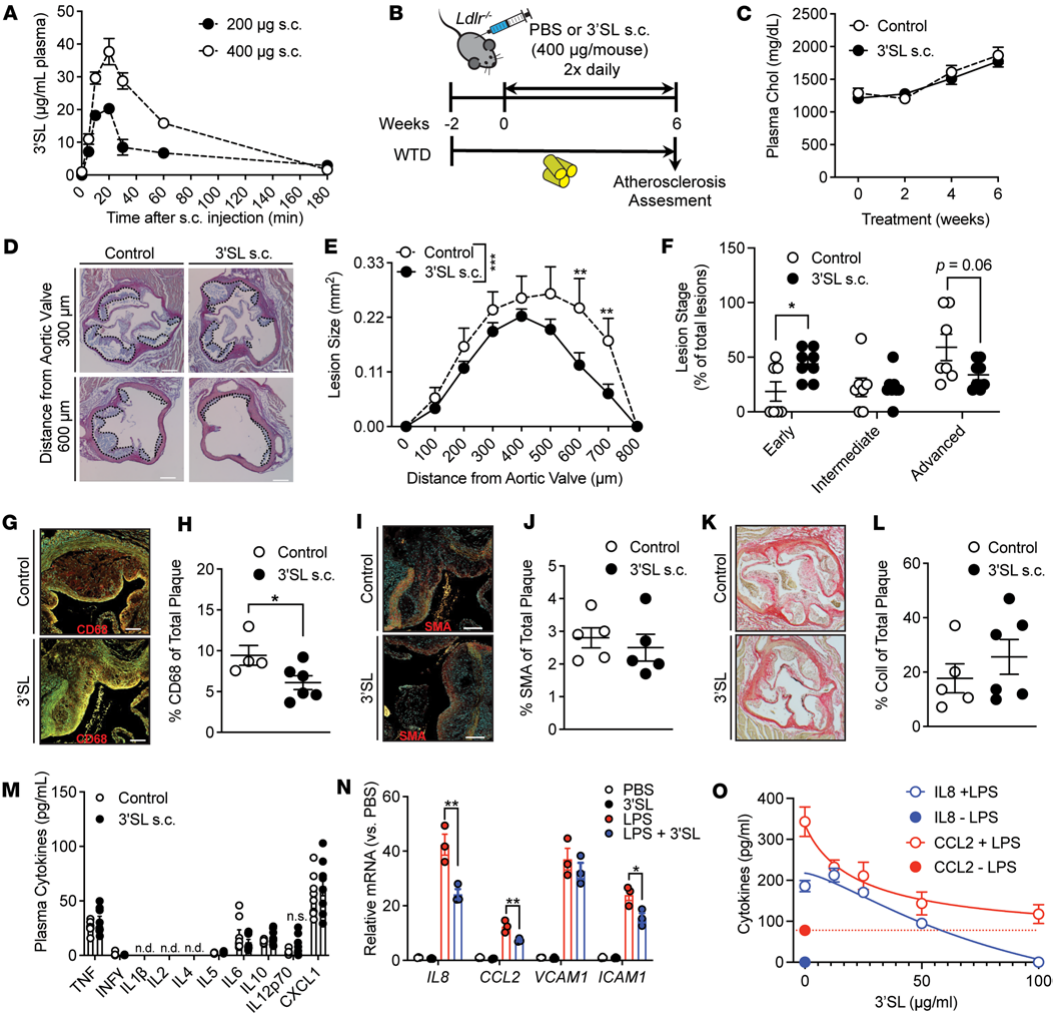
Six-week s.c. treatment with 3′SL leads to reduced atherosclerotic development without negative side effects associated with body weight, plasma lipid parameters, and blood glucose. (**A**) Pharmacokinetics of 3′SL after s.c. injections (*n* = 3 per group/time point). (**B**) Treatment regimen. Male *Ldlr^–/–^* were put on a Western-type diet (WTD) for 8 weeks. After 2 weeks, mice were treated twice daily with s.c. injections of 400 μg 3′SL in PBS per mouse for 6 weeks. PBS injections served as a control. (**C**) Biweekly plasma cholesterol levels in 3′SL-treated and control *Ldlr^–/–^* mice (*n* = 14–15). (**D** and **E**) Representative H&E staining (**D**) and quantification of atherosclerotic lesion size (**E**) in the aortic sinus. Scale bar: 100 μm (*n* = 7–8). (**F**) Atherosclerotic lesion staging analysis (*n* = 7–8). (**G** and **H**) Atherosclerotic lesions stained with CD68 for macrophages (**G**) and quantification (**H**) of the positive stained area (*n* = 4–6). (**I** and **J**) Smooth muscle actin (SMA) staining (**I**) and quantification (**J**) of the positive stained area (*n* = 5–6). (**K** and **L**) Picrosirius red staining for collagen (**K**) and quantification (**L**) of the positive stained area (*n* = 5). (**M**) Cytokine concentrations in the plasma after 6 weeks of treatment (*n* = 6). (**N**) Relative expression of inflammatory marker mRNA levels in human umbilical vein endothelial cells (HUVECs) treated with PBS or LPS (10 ng/mL) ± 3′SL (100 μg/mL) (*n* = 3). (**O**) Cytokine secretion of CCL2 and IL-8 after 24-hour stimulation with LPS in the presence or absence of 3′SL at the indicated concentrations (*n* = 3). Two-way ANOVA with Fisher’s LSD test and, in **H**, **J**, and **L**, we used an unpaired 2-tailed Student’s *t* test. *P < 0.05; **P < 0.01; ***P < 0.001. Data represent mean ± SEM.

**Figure 7:**
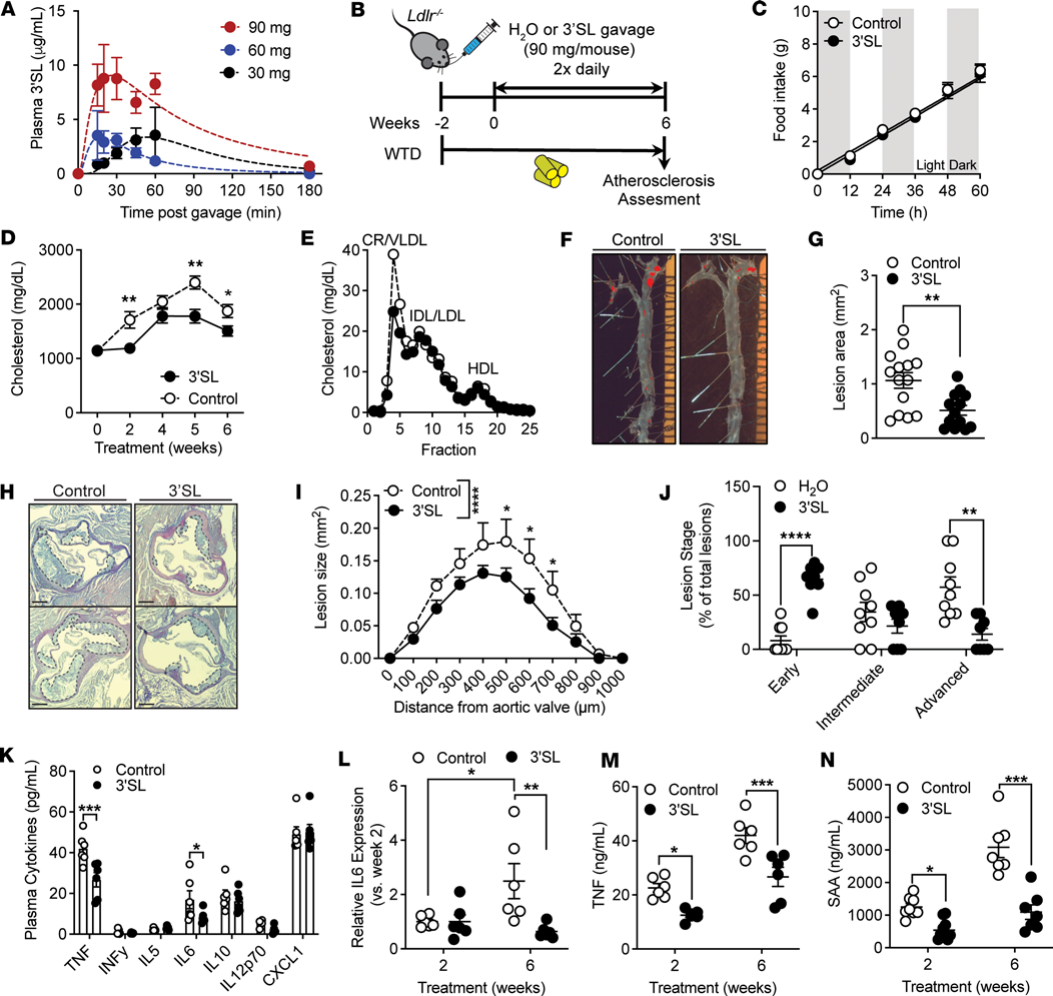
Six-week oral 3′SL treatment reduced atherosclerotic development and associated inflammation. (**A**) Pharmacokinetics of 3′SL after oral injections (*n* = 3 per group/time point). (**B**) Treatment regimen. Male *Ldlr^–/–^* were put on a Western-type diet (WTD) for 8 weeks. After 2 weeks, mice were treated twice daily with oral gavage of 90 mg 3′SL in water per mouse for 6 weeks. Water gavage served as a control. (**C**) Food intake of *Ldlr^–/–^* mice on a WTD measured 3 weeks into the treatment. (**D**) Biweekly plasma cholesterol levels in 3′SL-treated and control *Ldlr^–/–^* mice (*n* = 14–15). (**E**) FPLC cholesterol lipoprotein profiles after 6 weeks of treatment (2 pooled samples per group of 7–8). (**F** and **G**) Representative Oil Red O staining (**F**) and en face quantification of atherosclerotic lesion size (**G**) in the aorta (*n* = 14–15). (**H** and **I**) Representative H&E staining (**H**) and quantification of atherosclerotic lesion size (**I**) in the aortic sinus. Scale bar: 100 μm (*n* = 14–15). (**J**) Atherosclerotic lesion staging analysis (*n* = 8–9). (**K**) Cytokine concentrations in the plasma after 6 weeks treatment (*n* = 6). (**L**) Relative plasma IL-6 levels after 2 and 6 weeks of treatment (*n* = 6). (**M**) Plasma TNF levels after 2 and 6 weeks of treatment (*n* = 7–8). (**N**) Plasma SAA levels after 2 and 6 weeks of treatment (*n* = 6). Two-way ANOVA with Fisher’s LSD test and, in **G**, unpaired 2-tailed Student’s *t* test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Data represent mean ± SEM.

**Figure 8:**
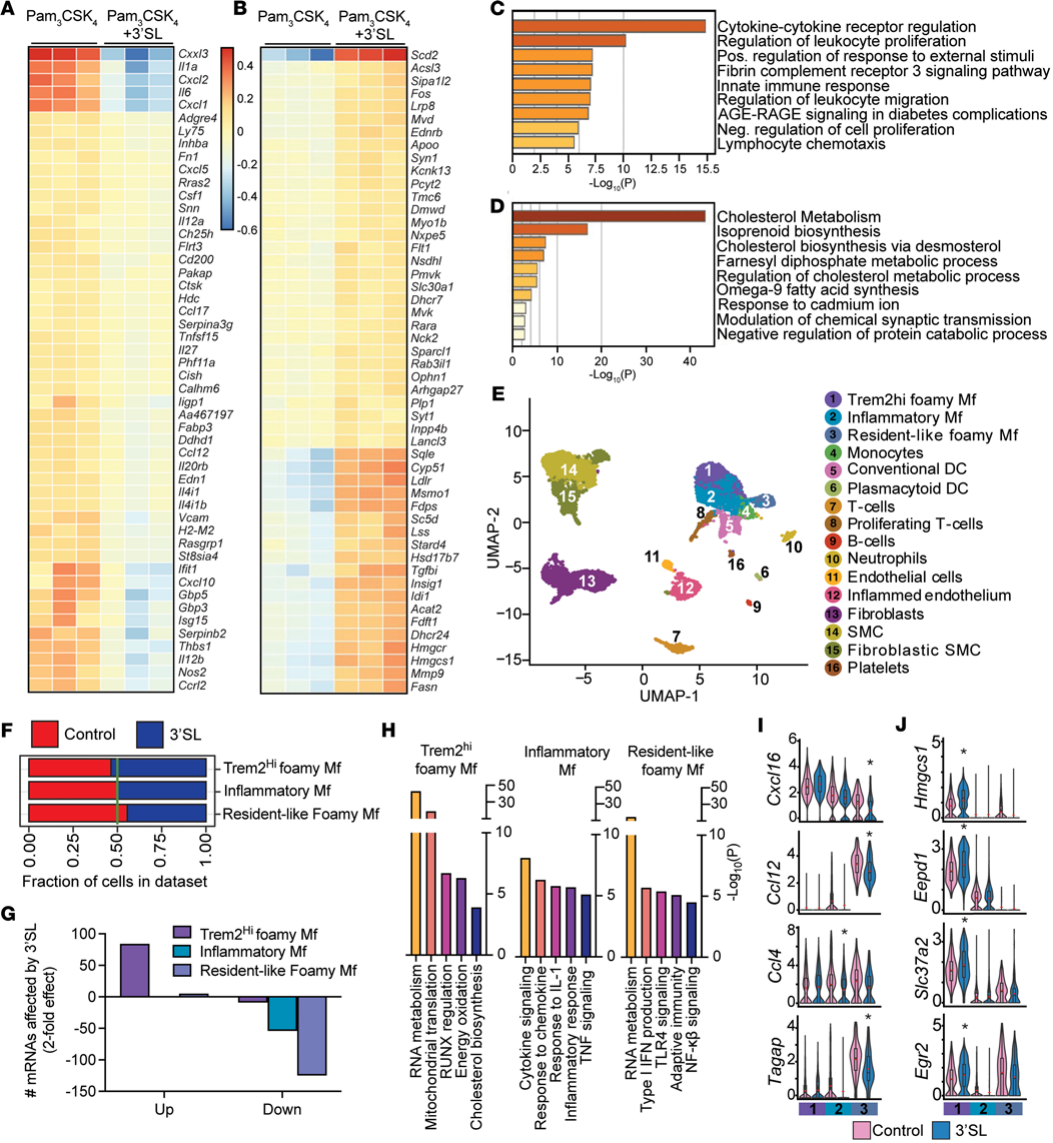
3′SL downregulates inflammatory pathways and upregulates cholesterol biosynthesis in atherosclerotic lesion macrophages. (**A** and **B**) Heatmaps representing *Z*-normalized row mRNA levels of each gene for RNA-Seq from independent biological duplicates showing the 50 most upregulated (right) or downregulated (left) genes in BMDMs at 6 hours after Pam3CSK4 ± 3′SL stimulation. (**C** and **D**) Enriched pathways identified by metascape analysis software. All significantly, differentially expressed mRNA levels of genes in the Pam3CSK4 versus Pam3CSK4 + 3′SL RNA-Seq datasets were used for the analysis with IPA (cut-off > 1.5-fold) with *Z* score ≥ ±2. (**E**) Annotated UMAP visualizations of the identified clusters of snRNA-Seq data from cells of the atherosclerotic aortic arch of water treated or 3′SL-treated male mice. *Ldlr^–/–^* male mice were fed a Western-type diet (WTD) for 10 weeks. After 2 weeks, mice were treated twice daily with oral gavage of 90 mg 3′SL in water per mouse for 6 weeks. Water gavage served as a control. (**F**) Relative distribution of atherosclerotic lesion macrophage subsets in water versus 3′SL-treated mice. (**G**) The number of significantly differentially expressed mRNA gene transcripts in macrophage subsets and their directionality upon 3′SL administration (upregulation is > 2-fold; downregulation is <-2-fold; compared with control treatment). (**H**) Enriched pathways identified by metascape analysis software of differentially expressed mRNA in macrophage subsets upon 3′SL administration (> 1.75-fold or < –1.75 change; compared with control treatment). (**I** and **J**) The expression of numerous genes from snRNA-Seq was significantly increased (**I**) or decreased (**J**) by 3′SL treatment in plaque macrophage subsets compared with WT. Unpaired 2-tailed Student’s *t* test. *P < 0.05 versus control. Data represent mean ± SEM.

How the deposited data were processed for this re-analysis (not part of the article)

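RNA-Seq libraries of BMDMs were analysed, 3 each for PBS, 3′SL, LPS, and LPS + 3′SL. Conditions were taken from the labels of the libraries, which carry no donor, batch, or replicate number, and doses and times from the paper. The authors deposited raw read counts per gene for each library, as whole numbers with no normalization, together with the reads that were not counted on a gene. The paper's text names no aligner, counting program, or genome build for these counts, and its Supplemental Methods could not be read here, so whether the counting used the strand was not established. Gene identifiers were matched, without their version numbers, to the GENCODE M21 annotation of GRCm38, which gave 42462 names. All 232 genes of the lists were found, 1 of them by an older symbol. Over the 12 libraries, 20411741 to 26851890 reads were counted on genes (median 23375851), and 650254 to 869895 were ambiguous between genes. At this depth, a gene with no reads in a group was compared against a floor of 3 counts. Such floors cover counting error only.

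Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the conditions as groups, libraries were scaled by TMM factors, and a quasi-likelihood model with 1 mean per condition was fitted over all libraries. The comparisons were LPS + 3′SL against LPS, 3′SL against PBS, LPS against PBS, and the interaction of both treatments. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p under 0.05 and at least 1.5-fold. Standard errors given for edgeR were derived from the same fit. Each is the absolute log2 fold change divided by the square root of the F statistic of the quasi-likelihood test. Levels are CPM from TMM-scaled library sizes, with the SD over 3 libraries. Lists of genes were tested with camera in limma 3.58.1, with a preset inter-gene correlation of 0.01 and adjustment over 6 lists and 2 comparisons. The lists were written before the data were examined. The genes named are every gene that the paper names for these libraries in its text or in Figure 3, D–H, and for each 3′SL comparison the 3 with the largest change per direction among genes past both thresholds whose libraries did not overlap. No gene met this second condition. Genes named outside this rule are said to be named after their values were seen. Genes were checked for overlaps of exons and for words of 50 nucleotides of their transcripts that occur in other genes.

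The correlation of the libraries' residuals after condition means were removed was used to look for batches, and 3 sets of 4 libraries were found by clustering. Each set is a run of 4 consecutive libraries in the running numbers of the labels, in the order PBS, 3′SL, LPS, and LPS + 3′SL. Within-set changes are differences in log2 CPM between 2 libraries, so they come without an estimate of error. These log2 CPM use a prior count of 2, which makes changes at low counts smaller than the ratios of the CPM given. The tests were tried on simulated data, 10 data sets for each setting. The data were drawn from the sizes of these libraries and the means and spread of the block fit. With set effects they therefore follow the block fit's own model. Every gene made to change moved by at least 2-fold. With 200 genes changed and set effects as large as those found, edgeR recovered a median of 53.2% of the changed genes, the block fit 75.0%, and DESeq2 64.8%. The median number of genes called without being changed was 0 for edgeR, 10 for the block fit, and 1 for DESeq2. The shares recovered do not carry over to smaller changes. The upregulated genes of Figure 3C, for example, had a median log2 fold change of 0.73 with LPS + 3′SL against LPS.

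The alternatives were DESeq2's size factors or total counts in place of TMM factors, DESeq2 1.42.0 (Wald test, no independent filtering, unshrunken fold changes) in place of edgeR, all genes with at least 1 count, genes with at least 10 counts in every library, and a fit of only the conditions compared. A gene for which DESeq2 gave no p was counted as not called. Further alternatives were 1 surrogate variable from sva 3.50.0, the unadjusted p, no fold minimum, an estimated inter-gene correlation, and leaving out each library in turn. After the data had been seen, the library sets as a block, 2 surrogate variables, combinations of the block with other choices, and camera on the interaction were added. The pathway analysis, ChIP-Seq, ATAC-Seq, qPCR, and tissue experiments were not analysed here.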

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

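The tests of a single library, of RNA from LPS-treated cells, of weak stimulation, of gene lists in the interaction, and of the regroupings that part every library set were chosen only after the result was seen. Whether the effect of 3′SL in LPS-stimulated BMDMs differed from its effect without LPS, tested as an interaction, depended on the fit. The planned test, edgeR without the block, called 0 genes, and 567 had an unadjusted p under 0.05 and a difference of at least 1.5-fold. DESeq2 called 44 genes and edgeR with the library sets as a block, chosen after the data were seen, 222. The block fit called 1 without set 1, 0 without set 2, and 457 without set 3. The grouping of libraries was tested by regrouping the libraries within the comparisons. Without the block, 100 of 100 regroupings gave at least 0 genes at the adjusted threshold, which no regrouping can miss, and 29 of 100 gave at least as many at unadjusted p. With the block, 2 of 32 exchanges of treated and control libraries within sets gave at least 222 genes. The exchange besides the real one swaps 3′SL and PBS in every set, so it tests the sum of both effects in place of their difference. In the block fit that sum called 583 genes, more than the 222 called for the difference. The remaining exchanges gave at most 5 genes. Of the 100 regroupings without the block, 18 parted every library set in both comparisons, and 1 of these, the real one, gave at least 567 genes at unadjusted p, the others at most 465. The other 28 as large kept 2 libraries of a set on the same side.

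Of 6 gene lists, 5 differed between the effects of 3′SL with and without LPS in limma's camera at the preset inter-gene correlation. The NF-κB target genes had a median difference of −0.91 on the log2 scale (33 of 35 lower, adjusted p = 1.49e-20, and 7.47e-31 to 0.179 with the block or an estimated correlation). The difference was −0.46 for interferon response genes (30 of 30 lower, adjusted p = 0.00971, alternatives 3.30e-05 to 0.690) and −0.15 for ER protein processing genes (19 of 21 lower, adjusted p = 0.00971, alternatives 0.00929 to 0.619). It was 0.31 for cholesterol biosynthesis genes (3 of 21 lower, adjusted p = 4.50e-05, alternatives 2.81e-05 to 0.313) and 0.15 for those that Figure 3H does not mark (3 of 11 lower, adjusted p = 0.0269, alternatives 0.00929 to 0.581). With the estimated correlation and no block, none of the 5 had an adjusted p under 0.05, and with the block and the estimated correlation only the NF-κB target genes did (0.0178, median −0.94). For the lists other than NF-κB, neither technical nor biological explanations of the difference were tested.

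For the NF-κB target genes, the difference arose from opposite directions, with a median log2 fold change of −0.51 with LPS and 0.43 without LPS, where 30 of 35 genes were higher and the medians within library sets were 0.48, 0.19, and 0.59. The camera adjusted p without LPS was 5.46e-07, and 5.53e-14 to 0.290 over the alternatives. Scaling by total counts left a median difference of −0.73, and removing the trend with GC content and transcript length over all genes left −0.93, hardly moved from −0.91, which bears only on a trend that all genes share. Leaving out the 3′SL library of set 3, which reduced the difference most, left −0.60, and the other libraries gave up to −1.14. Without that library the median without LPS fell to 0.069 (camera adjusted p = 0.0157), with the PBS library of that set still in the fit. With the block, 1 of 32 exchanges, the real arrangement, gave a difference as large. RNA of LPS-treated cells in a 3′SL library would raise all LPS-induced genes by the same share of the LPS response. In set 3 the median share over the 200 most LPS-induced genes was 0.961%, with quartiles of 0.243% and 2.06%. It was 6.51% for Cxcl3, 3.74% for Ptgs2, 3.02% for Tnf, 0.342% for Il6, 0.328% for Il1b, 0.325% for Cxcl10, and 0.106% for Saa3. One common share does not describe all of these genes, although in set 3 those of Il6, Il1b, and Cxcl10 were close. In set 1 these 3 were −0.208%, 0.0670%, and 0.154%, and in set 2 0.118%, 0.0398%, and 0.0224%, and the median over the 200 genes was 0.608% in set 1 and −0.0174% in set 2. A weak stimulation of the same kind as LPS in the 3′SL wells remains a possible explanation, though not one that every set bears out. The paper states that its 3′SL was carefully freed of LPS and other contaminants. It also reports that 3′SL without LPS left Il6, Il1b, and Tnf mRNA unaffected (Figure 1H). Neither statement was tested here. The interferon response genes were higher with 3′SL than with PBS by a median of 0.35 (29 of 30 higher, camera adjusted p = 0.0203, alternatives 2.63e-10 to 0.895), with 0.52, −0.11, and 0.48 within the library sets, so in set 2 they were lower where the NF-κB target genes were higher. That median ranged from −0.45 to 0.93 when libraries were left out. An effect of 3′SL on NF-κB target genes without LPS cannot be told apart from such a stimulation.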

How the results depend on the processing

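The fits with the library sets as a block, with 2 surrogate variables, and with combinations of these were chosen only after the result was seen, and the other alternatives before the data were examined. Numbers of genes refer to an adjusted p under 0.05 and 1.5-fold unless stated otherwise, for LPS + 3′SL against LPS, 3′SL against PBS, and their interaction. Shared genes are those called in the same direction with and without LPS, and the percentage is that of LPS-induced genes called lower with LPS + 3′SL. In edgeR with TMM factors and no block, these were all 0.

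At unadjusted p with the 1.5-fold minimum, 402, 620, and 567 genes differed, 16 were lower and 21 higher in both settings, and the percentage was 5.12%. With DESeq2, 113, 88, and 44 genes were called, 2 shared genes were lower and 5 higher, and the percentage was 2.05%. Other alternatives called few genes for LPS + 3′SL against LPS, named here after their values were seen: 1 with DESeq2's size factors in edgeR (Fam102b, 0.0366%), 1 with total counts (Pdia4), 2 with all genes of at least 1 count (Fam102b and Pdia4, 0.0382%), and 2 with 1 surrogate variable (Fam102b and Tagap, 0.0743%). In these fits the other 2 numbers and the shared genes stayed at 0. With at least 10 counts in every library, with only the conditions compared, and with no fold minimum, all were 0. The interaction has no value when only the conditions compared are fitted. For LPS against PBS, 4724 to 8192 genes were called over these alternatives, and 6666 with no fold minimum, against 5502. Total counts moved the median log2 fold change of all genes from −0.061 to −0.71, and the split from 2613 higher and 2889 lower to 1535 and 6657, so with total counts a change is read against that shift. In the 3′SL comparisons the scalings moved the median by less than 0.1.

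With the library sets as a block, 207, 406, and 222 genes were called, 2 shared genes lower and 17 higher (3.37%). With 2 surrogate variables there were 221, 213, and 139, with 2 and 18 shared (3.66%). The block with DESeq2's size factors gave 201, 398, and 223, with 2 and 15 shared (3.24%), and the block in DESeq2 gave 284, 648, and 506, with 4 and 24 shared (4.53%). With only the conditions compared, the block fit called 506 and 447, with 9 and 39 shared (8.97%). With total counts it called 218, 365, and 136, with 1 and 17 shared (4.18%), and 9098 for LPS against PBS, at a median of all genes of −0.71. Under total counts the block fit's split into higher and lower genes was 137 and 81 with LPS, 181 and 184 without LPS, and 67 and 69 for the interaction. With TMM factors it was 98 and 109, 283 and 123, and 38 and 184. Total counts moved the median of all genes in the block fit from −0.0098 to 0.078 with LPS and from −0.0036 to −0.089 without LPS, the directions in which the splits moved.

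Each library was left out in turn without the block, and each library set with the block. Over these 15 fits the numbers of genes ranged from 0 to 371 with LPS, 0 to 323 without LPS, and 0 to 457 for the interaction, shared genes from 0 to 9 lower and 0 to 23 higher, and the percentage from 0 to 6.84%. The highest values came from the block fit without set 3. Without single libraries, the number was 0 without LPS, and with LPS it was 0 or 1 but 8 without the 3′SL library of set 3. LPS against PBS gave 4665 to 6043 genes.

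Among the gene lists for LPS + 3′SL against LPS, the cholesterol biosynthesis genes had a camera adjusted p under 0.05 in every fit (1.58e-35 to 0.0101, medians 0.59 to 0.73). That list includes the 10 genes that Figure 3H marks as upregulated in these same libraries. With the estimated inter-gene correlation the adjusted p rose above 0.05 for the NF-κB target genes (median −0.51, 0.165), the cholesterol biosynthesis genes not marked in Figure 3H (0.45, 0.0653), and the ER protein processing genes (0.27, 0.166). In the other fits these lists stayed under 0.05, from 2.18e-46, 9.75e-14, and 2.16e-16, and kept their directions. The interferon response genes were under 0.05 in 3 of the fits that left out a library or set and in the block fit of only the conditions compared (median −0.10, adjusted p = 0.00327, range over alternatives 0.00327 to 0.826), and their median ranged from −0.38 to 0.15 when libraries were left out. The median of the LXR target genes (0.0036) changed sign with DESeq2's size factors (−0.0048), with all genes of at least 1 count (−0.0068), with 1 surrogate variable (−0.0073), and with the block and DESeq2's size factors (−0.0019), and ranged from −0.18 to 0.14 when libraries were left out (adjusted p from 0.0386 to 0.732). The cause was not tested.

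Of 77 changes of named genes, 57 kept their direction and their side of the threshold under every alternative that was not added later, leaving out libraries aside. With at least 10 counts in every library, 66 had a value, since the other genes were not tested. With DESeq2, 17 passed the threshold that they missed in edgeR, with the block 24, and with 2 surrogate variables 26. Ifnb1 for LPS + 3′SL against LPS (0.034) was −0.054 with 1 surrogate variable, −0.041 with 2, −0.044 with the block, −0.052 with the block and DESeq2's size factors, −0.053 with the block in DESeq2, and −0.012 with the block and only the conditions compared. Its depth, at most 65 reads per library, and the spread between libraries were not tested apart as limits on its direction. Il10 (−0.11) was 0.011 with 2 surrogate variables and 0.031 with the block and total counts. Sdc2 was 0.026 with LPS (from −0.089) and −0.0014 without LPS (from 0.069) with total counts. Edn1 without LPS (0.12) was −0.19 with 2 surrogate variables and −0.015 with the block and total counts. When libraries were left out, the log2 fold change with LPS ranged from −0.38 to 0.035 for Cxcl10, −0.31 to 0.34 for Ifnb1, −0.47 to 0.43 for Il10, −0.50 to 0.19 for Mx1, −0.018 to 0.23 for Nr1h2, −2.73 to 1.68 for Sdc2, −0.20 to 0.042 for C1qtnf12, and −0.32 to 0.015 for Pycard. Without LPS it ranged from −0.18 to 1.74 for Cxcl10, −0.49 to 3.45 for Cxcl2, −0.56 to 1.81 for Edn1, −0.21 to 1.73 for Il6, −0.91 to 1.58 for Mx1, −2.03 to 2.17 for Sdc2, and −0.30 to 1.41 for Tnf. The cause was not tested. Apart from the block fits on the library sets, which were found from the data, no paired analysis was run, since the labels carry no shared replicate number. The sets match runs of 4 consecutive libraries in the labels' running numbers, an order that does not depend on the counts. The block fits are therefore also fits on that order, but the labels do not state that a run is a replicate.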

Differences from the paper's values

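The fits with the library sets as a block and with 2 surrogate variables were chosen only after the result was seen. For the paper's numbers of changed genes, its text gives FDR < 0.05, while the legend of Figure 3, A and B, gives P < 0.05. The legend of Figure 3C speaks of duplicates, whereas 3 libraries per condition were analysed here. Which threshold the numbers rest on, and which libraries the heatmap shows, is therefore uncertain. For LPS + 3′SL against LPS, the paper's number of genes changed is 133, and edgeR gave 0, with 402 at an unadjusted p under 0.05 and 1.5-fold. Of the alternatives set before the data were examined, DESeq2 in place of edgeR gave 113, within 1.5 times of the paper's number. DESeq2's size factors, total counts, both filters, only the conditions compared, 1 surrogate variable, no fold minimum, the unadjusted p, and leaving out each library did not come within it. The block fit (207), 2 surrogate variables (221), and the other fits with a block, chosen after seeing the values, gave at least 201 genes apart from those that left out set 1 or set 2 (1 and 0). The paper's number of genes lower is 79, against 0 in edgeR and 187 at unadjusted p, and its number higher is 54, against 0 and 215. DESeq2, with 66 and 47, was again within 1.5 times and the other alternatives set before the data were examined were not. Among the fits chosen after seeing the values, the block fit gave 109 lower and 98 higher, and the block fit on total counts 81 and 137, and the block fit with DESeq2's size factors and 2 surrogate variables gave 110 and 112 lower. These 4 numbers lower are within 1.5 times of the paper's, and no fit chosen after seeing the values reached its number higher.

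For 3′SL against PBS, the paper's number of genes changed is 53, and edgeR gave 0, with 620 at an unadjusted p under 0.05 and 1.5-fold. None of the alternatives set before the data were examined closed the gap: DESeq2 gave 88 and the unadjusted p 620, and the others 0. The paper's number lower is about 26 in Fig. 3A, read by eye, against 0 in edgeR and 181 at unadjusted p. DESeq2 gave 21, within 1.5 times, and no other alternative set before the data were examined did. The paper's number higher is about 27 in Fig. 3B, read by eye, against 0 in edgeR and 439 at unadjusted p, and none of the alternatives set before the data were examined closed the gap (DESeq2 gave 67). The number of genes higher both with and without LPS is about 3 in the Venn diagram of Fig. 3B, read by eye, against 0 in edgeR and 21 at unadjusted p. None of the alternatives set before the data were examined closed the gap (DESeq2 gave 5).

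Other results disagreed with genes, rankings, or directions that the paper states. The paper lists Il6, Tnf, Edn1, Cxcl1, Cxcl2, Cxcl3, Ptgs2, and Saa3 among the genes repressed by 3′SL with LPS. All were lower in edgeR, which called none of them, with unadjusted p under 0.05 for all but Tnf and Cxcl2, and DESeq2 called Il6, Edn1, and Saa3. Of the fits chosen after seeing the values, the block fit also called Cxcl3 (edgeR's adjusted p = 0.00856) but not Ptgs2 (0.0545), Tnf (0.302), Cxcl1 (0.0540), or Cxcl2 (0.187). All 4 were called by the block fits of only the conditions compared and without set 3, and in addition Ptgs2 with 2 surrogate variables and Cxcl1 with the block in DESeq2. The paper lists Hmgcs1, Fdps, Sqle, Scd2, Acat2, Stard4, and Lrp8 among the genes induced with LPS. DESeq2 called all but Scd2 and Acat2. Of the fits chosen after seeing the values, the block fit called Acat2 (edgeR's adjusted p = 0.0234) and not Scd2 (0.107), which the block fits of only the conditions compared and without set 3 called. The paper lists Fabp4, Pycard, C1qtnf12, and Cd180 among the genes lower without LPS. DESeq2 called all but Cd180, whose log2 fold change of −0.58 was under the fold minimum, and the block fits on total counts, of only the conditions compared, and without set 3, chosen after seeing the values, called Cd180. The paper gives Lrp8 as the most induced gene with LPS. Lrp8 ranked 2 of 47 genes called higher by DESeq2 and 2 of 98 by the block fit. The paper states that the genes repressed with LPS do not overlap those lower without LPS, and DESeq2 called Bcl2a1b and Fam20c lower in both, both named after their values were seen. Figure 3H leaves Mvd and Lss unmarked. DESeq2 called Mvd (adjusted p = 0.0244), and the block fit called Mvd and Lss (edgeR's adjusted p = 0.0214 and 0.00487). For Figure 4H the paper's text names Sdc2 among the 3′SL-activated genes, where the figure's legend has Scd2. The Sdc2 transcript changed by −0.089 with LPS (standard error 1.54, edgeR's adjusted p = 1.00) and Scd2 by 1.30 (standard error 0.66, edgeR's adjusted p = 0.784), higher in all 3 library sets.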

Other observations

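The tests of stromal RNA, of library size, and of exchanges within sets for the LPS-induced genes were chosen only after the result was seen. After the condition means were removed, the libraries fell into 3 sets of 4 that the paper does not report, with 1 library of each condition in each. The lowest correlation within a set was 0.449 and the highest between sets −0.011. Over 100 data sets in which each gene's residuals were shuffled within conditions and centred again, the highest mean correlation within sets was 0.0235, so centring does not account for the sets. The set means of the total counts differed by 1.05 times at most. Of 18 stromal marker genes tested, 18 were highest in set 1, with a median log2 difference of 3.59 from the other sets. RNA from stromal cells may therefore account for part of the sets, as a hypothesis. The labels give no batch, and no further technical explanation and no biological one was tested.

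Finding the sets from the data yielded few called genes in simulations where no gene changed. In 10 simulated data sets without effects of conditions or sets, the sets were found in the same way. A median of 0 genes and at most 2 were called with the block, and the same without it. With 200 genes changed and no set effects, a median of 9 unchanged genes were called with the block and 6.5 without it. In the libraries themselves, exchanging treated and control libraries within sets gives 4 arrangements per comparison. At least as many genes as in the real arrangement were called in 1 of 4 for LPS + 3′SL against LPS, 1 of 4 for 3′SL against PBS, and 1 of 4 for LPS against PBS, the real arrangement included. With 4 arrangements a smaller share is not possible. At least as many genes higher in both settings were found in 1 of 64 arrangements.

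The regroupings without the block give the following counts, with the real grouping included in each. Of the 10 ways to split the 6 libraries with LPS into 3 and 3, 10 gave at least the real 0 genes and 5 at least the real 402 at unadjusted p. Of those of the 3′SL and PBS libraries, 10 gave at least 0 and 3 at least 620. The splits that reached these numbers kept 2 libraries of a set on the same side, apart from the real one. With LPS, 4 of 6 such splits did, with up to 1131 genes, and without LPS 2 of 6, with up to 1096. Of the 4 splits that parted each set, 1 did in each comparison, the real one. The other 3 that parted each set gave 74 to 87 genes with LPS and 81 to 121 without LPS. With 4 such splits, a share under 0.25 is not possible. For LPS against PBS, 1 of 10 splits gave as many genes. For genes lower in both settings 11, and for genes higher in both 13, of 100 regroupings gave as many at unadjusted p (16 and 21 genes).

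For the gene lists with LPS, a result as large was found in 1 of 10 splits for the cholesterol biosynthesis genes, 2 for those not marked in Figure 3H, 2 for the NF-κB target genes, 1 for the ER protein processing genes, 6 for the interferon response genes, and 10 for the LXR target genes. A share under 0.1 is not possible with 10 splits.

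The LPS-induced genes as a whole were slightly lower with LPS + 3′SL. For the share of them called lower, 10 of 10 splits gave a result as large, which no split can miss since the real share is 0, and for their median log2 fold change 5. The LPS libraries enter both comparisons, so the change with 3′SL in each library set was also set against the LPS response of the other sets. The slope across genes was −0.10, −0.11, and −0.078 in sets 1, 2, and 3, the last being nearest 0. Genes are not independent replicates, so no p is given. Shared libraries therefore do not account for the slope. The other splits with a median as large kept 2 libraries of a set on the same side (4 of 6 such splits), and of the 4 that parted each set 1 did, the real one. Within sets 1, 2, and 3 the median was −0.19, −0.20, and −0.15. With the block, 1 of 4 exchanges within sets, the real arrangement, gave a median as large. The smallest share that 4 arrangements allow is 0.25, so this test could not have set the pattern apart from the grouping of the libraries, and it is not evidence against the pattern. No biological explanation was tested.

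Of 39 named genes, the LPS + 3′SL libraries all lay below the LPS libraries for 11 and all above for 15. Without LPS, the 3′SL libraries all lay below the PBS libraries for 4 and all above for 10. For 3 libraries against 3, chance gives non-overlap in 10% of genes, and many of these genes are named because the paper calls them changed in these libraries. Il1a, which the paper names for its enhancers, was lower with LPS + 3′SL than with LPS by a log2 fold change of −1.53 (standard error 0.47, edgeR's adjusted p = 0.400), with −1.87, −1.92, and −1.15 within the library sets.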
